# Activation of a T-box-Otx2-Gsc gene network independent of TBP and TBP-related factors

**DOI:** 10.1242/dev.127936

**Published:** 2016-04-15

**Authors:** Emese Gazdag, Ulrike G. Jacobi, Ila van Kruijsbergen, Daniel L. Weeks, Gert Jan C. Veenstra

**Keywords:** TATA-binding protein, Gene regulation, *Xenopus*, Organizer, Mesoderm

## Abstract

Embryonic development relies on activating and repressing regulatory influences that are faithfully integrated at the core promoter of individual genes. In vertebrates, the basal machinery recognizing the core promoter includes TATA-binding protein (TBP) and two TBP-related factors. In *Xenopus* embryos, the three TBP family factors are all essential for development and are required for expression of distinct subsets of genes. Here, we report on a non-canonical TBP family-insensitive (TFI) mechanism of transcription initiation that involves mesoderm and organizer gene expression. Using TBP family single- and triple-knockdown experiments, α-amanitin treatment, transcriptome profiling and chromatin immunoprecipitation, we found that TFI gene expression cannot be explained by functional redundancy, is supported by active transcription and shows normal recruitment of the initiating form of RNA polymerase II to the promoter. Strikingly, recruitment of Gcn5 (also known as Kat2a), a co-activator that has been implicated in transcription initiation, to TFI gene promoters is increased upon depletion of TBP family factors. TFI genes are part of a densely connected TBP family-insensitive T-box-Otx2-Gsc interaction network. The results indicate that this network of genes bound by Vegt, Eomes, Otx2 and Gsc utilizes a novel, flexible and non-canonical mechanism of transcription that does not require TBP or TBP-related factors.

## Abstract (precis)

**Highlighted article:** A network of embryonic genes, many of which are expressed in the mesoderm and the organiser, can initiate transcription through a non-canonical mechanism.

## INTRODUCTION

The gene expression patterns underlying embryonic development are orchestrated by highly complex gene regulatory networks. Compared with single-cell eukaryotes, metazoans have expanded repertoires of protein-coding genes involved in transcriptional regulation to support these networks (Tupler et al., 2001), but how this diversified transcription machinery is adapted to developmental gene expression is not yet fully understood.

The step-wise mechanism of transcription initiation is known to start with binding of TFIID, a complex of TATA-binding protein (TBP) and TBP-associated factors (TAFs). In this canonical mechanism of transcription initiation TBP binding represents a rate-limiting step before the recruitment of RNA polymerase II (RNAPII) to the core promoter of protein-coding genes (Kim and Iyer, 2004; Klein and Struhl, 1994; Wu and Chiang, 2001). However, the role of TBP is not universal and additional TBP-related factors have been discovered in metazoan genomes (reviewed in Akhtar and Veenstra, 2011; Müller et al., 2010). TBP-related factor (TRF1) was discovered in *Drosophila* and has only been found in insects (Crowley et al., 1993; Hansen et al., 1997). In vertebrates, the TBP family comprises TBP (present in archaea and all eukaryotes), TBP-like factor (TLF; also known as TBPL1/TRF2/TLP; present in all metazoans) and TATA-binding protein 2 (TBP2; also known as TBPL2/TRF3; unique to vertebrates) (Akhtar and Veenstra, 2011). TLF is essential for embryogenesis in *Caenorhabditis* *elegans*, *Drosophila*, zebrafish and *Xenopus* and for spermatogenesis in mouse (Dantonel et al., 2000; Hart et al., 2007; Kaltenbach et al., 2000; Kopytova et al., 2006; Martianov et al., 2002a; Müller et al., 2001; Veenstra et al., 2000; Zhang et al., 2001). TBP2, which is most closely related to TBP, is required for embryonic development in zebrafish and *Xenopus*, and for oogenesis in mouse (Bártfai et al., 2004; Gazdag et al., 2009; Hart et al., 2007; Jallow et al., 2004). Core initiation factor switching can be mediated by changes in initiation factor expression (Akhtar and Veenstra, 2009; Jallow et al., 2004). TBP2 replaces TBP as the major initiation factor in oocytes because of an abundance of TBP2 and a lack of TBP. TBP2 is degraded during meiotic maturation (Akhtar and Veenstra, 2009). TBP is virtually absent in oocytes but is translated from maternal stores of mRNA just before the mid-blastula transition when embryonic transcription starts (Gazdag et al., 2007; Veenstra et al., 1999). TBP, TLF and TBP2 regulate different subsets of transcripts during gastrulation and these transcripts functionally link TLF and TBP2 to the metazoan and vertebrate developmental programs (Jacobi et al., 2007).

It is not known however, whether the diversity brought about by TBP family members encompasses all existing initiation mechanisms, or if additional mechanisms exist that are independent of TBP and TBP-related factors. In mouse zygotes, abundant transcription occurs in the absence of TBP without any indication of rescue by the other two TBP-related factors (Martianov et al., 2002b), suggesting that additional mechanisms do exist. Moreover, a human TAF-containing TBP-free complex (TFTC) has been reported to support transcription initiation *in vitro* (Wieczorek et al., 1998). TFTC is similar to the yeast Spt-Ada-Gcn5-acetyltransferase complex (SAGA) and has a conserved subunit composition across species (Spedale et al., 2012; Wang and Dent, 2014; Wieczorek et al., 1998). This Gcn5-containing complex interacts with TBP but is not stably associated with it (Larschan and Winston, 2001). The histone fold-containing TAF and TAF-like subunits of the complex form a TFIID-like structure (Han et al., 2014). Moreover, like TFIID, SAGA is a reader of the promoter-associated H3K4me3 histone mark (Vermeulen et al., 2010) and is a cofactor of RNAPII-dependent transcription (Bonnet et al., 2014; Nagy et al., 2010).

Here, we investigate to what extent TBP family-independent initiation mechanisms are involved in embryonic gene regulation. We address this question in *Xenopus* embryos by ablation of mRNA encoding TBP, TLF and TBP2 from embryos. Strikingly, our analyses uncover a network of genes that are robustly induced during gastrulation and which recruit RNAPII to the promoter under TBP family triple-knockdown conditions. These data provide new insight into the diversity of transcription initiation and identify a robustly activated embryonic gene network that is supported by a non-canonical mechanism independent of TBP, TLF or TBP2.

## RESULTS

### TBP family-insensitive gene transcription in early *Xenopus* embryos

TBP, TLF and TBP2 are all essential for gastrulation and for transcription of partially overlapping subsets of genes in *Xenopus laevis* embryos (Jacobi et al., 2007; Jallow et al., 2004; Veenstra et al., 2000). We asked whether all actively transcribed genes require TBP or one of the TBP family members. In the transcriptome of TBP, TLF and TBP2 knockdown embryos (Jacobi et al., 2007), specific subsets of transcripts can be identified requiring one of these factors in early development (Fig. 1A). Early embryos are loaded with maternal transcripts, many of which are gradually replenished after zygotic genome activation at the mid-blastula stage (stage 8.5). Yet, many of these maternal transcripts are sustained until the end of gastrulation without new transcription. For an analysis of initiation factor requirements, it is therefore important to consider only transcripts that are actively transcribed. Developmentally induced transcripts were identified using statistical change calls (Wilcoxon *P*<0.05, consistent between replicates) of early blastula (stage 7) and early gastrula (stage 10.5) embryos, with additional filtering for more than 2.8-fold (log_2_ 1.5) change in expression between these stages. Strikingly, among these developmentally activated transcripts, a total of 180 were not affected by ablation of TBP, TLF or TBP2 (Fig. 1A, Table S1), raising the possibility that some transcripts do not require these factors for the rate-limiting step of transcription initiation.

**Fig. 1.**
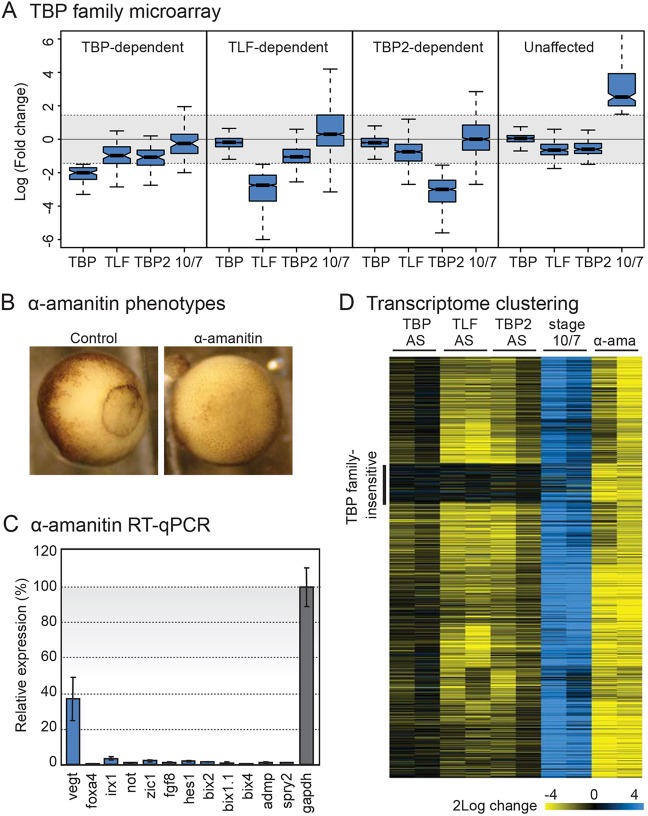
**Analyses of *tbp*, *tlf* and *tbp2* mRNA ablation, embryonic gene activation and α-amanitin treatment reveal TBP family-insensitive gene transcripts.** (A) Box plots of the fold change of groups of transcripts upon TBP, TLF or TBP2 knockdown as measured by microarray. Expression ratio of stages 10.5 (early gastrula) and 7 (blastula) is also plotted (10/7). TBP-, TLF- and TBP2-dependent transcripts (first three panels) were identified using a consistent statistical change call between replicates for the initiation factor that was ablated, in addition to a fold change (log_2_ ratio<−1.5) in expression. The unaffected group of transcripts (fourth panel) was identified by selecting for developmentally upregulated transcripts (between stage 7 and 10.5) with no significant change upon injection of TBP family antisense oligos. Boxplots are standard box plots generated in R, showing the interquartile range (IQR) around the median; the whiskers extend from the minimum value to the maximum value unless the distance to the first and third quartiles is more than 1.5 times the IQR. The fold change cut off range is shaded gray in each panel. (B) Phenotype of control and α-amanitin-treated embryos at stage 10.5. (C) Effect of α-amanitin treatment on transcript levels of ‘unaffected’ TFI genes, demonstrating that these transcripts are newly made in the embryo, with the exception of *gapdh* (maternally provided control) and *vegt* which is also partly maternally provided. (D) K-means clustering of transcript expression ratios [antisense oligo-treated relative to control; stage 10.5 relative to stage 7; α-amanitin (α-ama) relative to control] of developmentally active transcripts (defined as transcripts that are either developmentally upregulated or affected by α-amanitin at stage 10.5). Each column represents one of two replicate experiments. A cluster of genes insensitive for TBP, TLF, or TBP2 depletion is marked on the left.

To test whether the transcripts involved were actively transcribed, α-amanitin was injected into fertilized eggs to inhibit RNAPII. Embryonic transcription is required for the onset of gastrulation (Newport and Kirschner, 1982; Sible et al., 1997) and its inhibition by α-amanitin interferes with the appearance of the blastopore (Fig. 1B). mRNA expression of the set of genes that were unaffected upon knockdown of TBP, TLF or TBP2 (Fig. 1A) was analyzed by RT-qPCR in the presence of α-amanitin. Most of these transcripts were reduced to less than 5% of control levels (Fig. 1C), indicating that these mRNAs are indeed actively transcribed in the embryo. The T-box transcription factor gene *vegt*, which is expressed both maternally and zygotically (Fukuda et al., 2010), was reduced but to a lesser extent than the other genes. The maternally expressed *gapdh* gene was used as a control and its levels were unaffected by α-amanitin. To extend the analysis to all transcripts that depend on new transcription rather than maternal stores, microarray analysis of α-amanitin-treated and control embryos was performed in duplicate. K-means clustering was performed on the relative expression ratios of transcripts (Fig. 1D). Almost all transcripts that were lost in α-amanitin-injected embryos were also strongly induced between early blastula and gastrula stages; the vast majority of these genes were transcriptionally impaired under TBP, TLF or TBP2 knockdown conditions. The exception was a conspicuous cluster of transcripts that, although generated by active transcription and strongly induced during development, were virtually unaffected by knockdown of TBP, TLF or TBP2. These results indicate the presence of a relatively small subset of genes for which normal levels of TBP, TLF or TBP2 are not rate-limiting for transcription. For further analysis, a set of 205 transcripts was selected that (1) were not affected by knockdown of TBP, TLF or TBP2, and (2) were either induced during development (Fig. 1A) or were sensitive to α-amanitin (Fig. 1D). This set includes the 180 developmentally induced transcripts described above, but also includes transcripts that were not strongly induced but required transcription to be maintained in the early gastrula embryo. We will refer to these transcripts as TBP family-insensitive (TFI, Table S1).

Together, these results indicate that a subset of actively transcribed developmental genes do not require normal levels of TBP, TLF or TBP2 for transcription. However, these experiments were performed with individual knockdowns of each of the TBP family members, raising the question whether TBP family members could act redundantly.

### RNAPII is recruited to TFI gene promoters in TBP family triple-knockdown embryos

To test possible redundant functions of TBP, TBP2 and TLF in the transcription of TFI genes, we depleted all three family members by microinjecting a combination of *tbp*, *tbp2* and *tlf* antisense oligonucleotides. We used DMED-modified oligonucleotides that lead to RNaseH-mediated degradation of the targeted mRNA (Dagle and Weeks, 2001). The specificity of the TBP, TBP2 and TLF knockdown reagents has been established with control oligonucleotides and rescue experiments, and the single-knockdown phenotypes have been described previously (Jacobi et al., 2007; Jallow et al., 2004; Veenstra et al., 2000). Morphologically, triple-knockdown (TKD) embryos were undistinguishable from controls until stage 9, but from stage 10 they arrested and did not enter gastrulation. Some pigmentation appeared at the site of the blastopore; however, there were no signs of cell involution (Fig. 2A). We verified TBP depletion at the protein level by western blotting (Fig. 2B, left panel) and analyzed depletion of *tbp2* and *tlf* mRNA by RT-qPCR (Fig. 2B, right panel). Next, we continued to examine active gene expression in TKD embryos. TFI genes that we tested for RNAPII requirement in α-amanitin-injected embryos appeared to be actively transcribed under TKD conditions, although some were expressed at slightly lower levels in these arrested embryos compared with controls (Fig. 2C). By contrast, transcript levels of genes that were originally identified to be dependent on TBP, TLF or TBP2 were severely reduced. To examine the genome-wide potential for redundancy, we performed RNA sequencing in duplicate samples of TKD and control embryos, mapped the results to the recently released *X. laevis* genome and identified which genes were affected by loss of TBP family members (see Materials and Methods and Table S2). 

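RNA was sequenced from 4 samples of X. laevis embryos at the early gastrula stage 10.5, with 10 embryos in each sample. TKD embryos (2 samples) had received antisense oligonucleotides against tbp, tbp2 and tlf, and control embryos (2 samples) had received water. The paper's methods give the doses as 0.8 ng for tbp, 1.2 ng for tbp2 and 1.0 ng for tlf per embryo, whereas the sample labels give 0.8 ng of the mixture. Ribosomal RNA was depleted, and reads of 75 nt were mapped with STAR to genome assembly JGI 9.1 with 1 mismatch allowed. DEseq divided the read counts by size factors and compared the groups. The authors' deposited table holds, for 45098 genes, the mean of these normalized counts over the 2 samples of each group. It also holds the log2 fold change with a pseudocount of 0.1, the P-value and the adjusted P-value. A P-value is given for the 26705 genes above 0 in either group. The L and S homeologs of the allotetraploid genome have separate entries, which may share reads where their sequences are identical. The table does not state the depth of each library. Each mean combines whole reads of 2 libraries, however, and from this the reads and size factors were recovered. Reads came out as the only solution for 45094 genes in TKD and 45088 genes in control embryos. Over the 45088 genes solved in all libraries, 2523060 and 1414476 reads were recovered in the TKD and 5222085 and 3436848 reads in the control libraries. The 10 genes left out are abundant, so the libraries held more, since the solved genes make up 93.14% of the TKD and 89.23% of the control signal. The recovered reads do not tell which library carries which replicate number.
Of the targeted mRNAs, tbp.S stood at 26.4 normalized counts in TKD and 72.7 in control embryos in the authors' deposited table, a log2 fold change of −1.46 with an adjusted P-value of 0.675 from DEseq. The recovered reads of tbp.S, divided by the size factors, were 32.9 and 19.8 in the TKD libraries and 57.8 and 87.7 in the control libraries. For tbp.L the authors' deposited table gives 11.0 against 17.8 normalized counts (log2 fold change −0.70), and for tbpl2.L, the gene of TBP2, 3.18 against 4.86 (log2 fold change −0.60). None of these 3 entries passed the threshold (adjusted P-value 1 from DEseq for tbp.L and tbpl2.L), and 0 of 3 had an unadjusted P-value under 0.05. Reads were few, at most 13 in any library for tbpl2.L and 30 for tbp.L, so a decrease of either was hard to detect. The paper checked the knockdown by western blot for TBP protein and by RT-qPCR for tbp2 and tlf mRNA, and reports depletion. With limma-voom on the recovered reads, tbp.S had an adjusted P-value of 0.0943, which was 0.123 with library totals and 0.0911 with medians of ratios. It was 0.139 without the deeper TKD, 0.259 without the shallower TKD, 0.0206 without the deeper control and 0.172 without the shallower control library, so the call depends on the scaling and on single libraries. The gene of TLF (tbpl1) was not matched by symbol and is not analysed here. Nothing in the sources used here says whether the 2 samples of a group came from separate clutches, so the P-values measure the spread between these samples only.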

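In TKD embryos, transcripts of 902 genes decreased and those of 171 genes increased at an adjusted P-value under 0.1 from DEseq in the authors' deposited table. The 12 largest decreases among genes with a symbol and a mean of at least 50 normalized counts included dync1h1.L, the heavy chain of cytoplasmic dynein. It stood at 20.7 normalized counts in TKD and 698.3 in control embryos in the authors' deposited table (log2 fold change −5.07). The endodermal gene darmin.L was at 7.43 against 233.4 (log2 fold change −4.96) and the atypical cadherin gene fat1.L at 16.3 against 357.7 (log2 fold change −4.45) in the authors' deposited table. The connexin gene gjb1.L had 2.48 against 104.7 normalized counts in the authors' deposited table, with 3 recovered reads in the TKD libraries together. They also included gfpt1.L, dhh.S, ggt1.L, akap9.L, hao1.L, tbc1d13.1 and gna11.1, with log2 fold changes between −4.00 and −3.66 in the authors' deposited table. Among genes with the same limits, the largest increases beside that of gsc in the authors' deposited table were those of btg4.L, a regulator of maternal mRNA turnover in oocytes (log2 fold change 2.72), of the heme transporter gene slc48a1.S (2.61) and of the Nodal ligand gene nodal6.L (2.52). They were followed by zfand2a.L, zfp36l2.1.L, the telomerase gene tert.L, the kinase gene pim3.L, chac1-like.L, mylip.1 and hn1.S, with log2 fold changes between 2.48 and 2.23 in the authors' deposited table.
Gene groups were listed before the data were examined and compared in the authors' deposited table. Of 39 pan-mesoderm genes tested, 6 fell, 0 rose and 33 did not pass (11 lower and 2 higher when adjusted over the list alone). The T-box gene brachyury was among them, with t.L at 65.6 against 431.7 and t.S at 151.0 against 525.0 normalized counts in the authors' deposited table. The caudal-type gene cdx2.L had a log2 fold change of −2.72 in the authors' deposited table, and hes5.1.L was listed at 0 in TKD embryos. Of 23 epidermal genes, 5 fell, 1 rose and 17 did not pass (10 lower and 2 higher when adjusted over the list alone). The homeobox gene dlx3.S was at 7.78 against 59.3 and the keratin gene krt8.L at 740.8 against 2492 in the authors' deposited table. Of 35 genes of morphogenesis and adhesion, 8 fell, 0 rose and 27 did not pass (10 lower and 1 higher when adjusted over the list alone). These included fibronectin, with log2 fold changes of −2.93 for fn1.L and −1.92 for fn1.S, and the E-cadherin gene cdh1.S with −2.14 in the authors' deposited table. Of 28 endodermal genes, 5 fell, 2 rose and 21 did not pass (6 lower and 5 higher when adjusted over the list alone). The 2 that rose are the homeologs of mix1, a homeobox gene induced by Nodal signaling. In the authors' deposited table mix1.S rose from 229.4 to 873.0 and mix1.L from 183.0 to 811.8 normalized counts. Of 37 maternal and oocyte transcripts, 3 rose, 1 fell and 33 did not pass (8 higher and 3 lower when adjusted over the list alone). The A-type cyclin gene ccna1.L was at 1736 against 477.4 and the zona pellucida gene zp4.L at 747.9 against 282.9 in the authors' deposited table, and the germ plasm gene grip2.L fell to 206.0 from 510.7. Of 25 organizer genes, 3 rose, 1 fell and 21 did not pass (6 higher and 1 lower when adjusted over the list alone). The 3 are also TFI genes, and the decreased member is the secreted Wnt antagonist gene frzb.L (log2 fold change −1.30 in the authors' deposited table). Of 24 Nodal signaling genes, 1 rose, 0 fell and 23 did not pass (5 higher and 0 lower when adjusted over the list alone).
Over members above 0 in both groups, the median log2 fold change was −1.24 for pan-mesoderm, −0.99 for epidermis, −0.64 for morphogenesis and adhesion, −0.43 for endoderm, 0.48 for maternal, 0.56 for organizer and 0.80 for Nodal genes in the authors' deposited table. With limma-voom on the recovered reads, the median of the Nodal genes tested was 0.305 (0.28 with medians of ratios and 0.49 with library totals) and rose to 0.52 without the shallower control library. The limma-voom median of maternal genes was 0.57, or 0.32 without the deeper TKD library. Without the deeper control library, that of organizer genes went from 0.63 to 0.38, and in size that of pan-mesoderm fell from 1.25 to 0.80 and that of adhesion genes from 0.78 to 0.51. Organizer genes were at 0.97 and 0.95 without the shallower TKD and the shallower control library. Among 10000 random lists of the same size matched on mean expression, the medians of the authors' deposited table lay at percentiles 0.0, 0.0, 0.08, 3.02, 99.99, 99.93 and 99.97. On the recovered reads, limma's camera with a preset correlation gave adjusted P-values of 0.000607 for pan-mesoderm, 0.000169 for epidermis, 0.000522 for morphogenesis, 0.347 for endoderm, 0.00501 for maternal, 0.0120 for organizer and 0.0687 for Nodal genes. With an estimated correlation the adjusted p = 0.800 for endoderm and the adjusted p = 0.471 for each of the others. That setting has few residual degrees of freedom with 4 libraries and so little power. For epidermis its unadjusted P was 0.0419 against 1.35e-05, although the estimated correlation was −0.054. Limma's fry gave adjusted P-values of 0.0499 for pan-mesoderm, 0.0138 for epidermis, 0.084 for morphogenesis and 0.659 for endoderm. For maternal, organizer and Nodal genes the fry adjusted P-values were 0.121, 0.136 and 0.100. Decreased genes made up 84.06% of the genes called in the authors' deposited table, 58.23% with limma-voom on the recovered reads (2438 lower, 1749 higher) and 41.9% when these reads were scaled by library totals (1983 lower, 2750 higher). With a term for pairs of 1 TKD and 1 control library, chosen from these same reads, they made up 51.02% (3767 lower, 3616 higher). The 1749 higher genes became 877, 1123 and 1015 without the deeper TKD, the shallower TKD and the deeper control library.

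**Figure D1:**
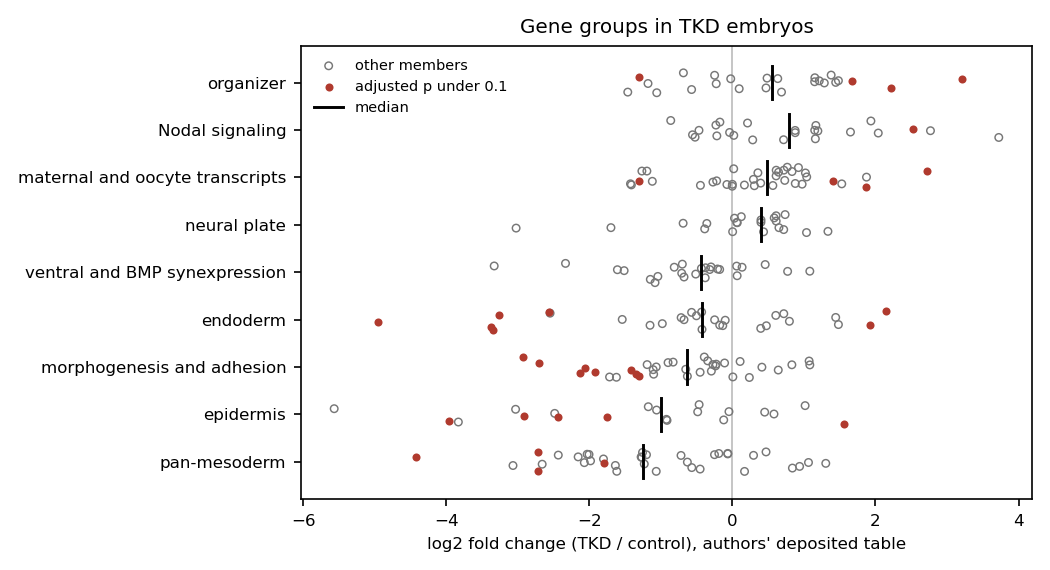
Log2 fold change (TKD over control embryos, authors' deposited table) of each measured member of 9 gene groups that is above 0 in both groups. Filled points are members with an adjusted P-value under 0.1 from DEseq, open points are other members, and the black line is the median of the group, which runs from 0.80 for Nodal signaling to −1.24 for pan-mesoderm.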

The full set of TFI genes was hardly affected by TBP family TKD (Fig. 2D), with transcript levels even slightly increased (Wilcoxon signed rank *P*-value 0.0022). 

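Of 21 entries for TFI genes named in the text, 3 rose and 0 fell in TKD embryos at an adjusted P-value under 0.1 in the authors' deposited table, and 18 did not pass (6 higher and 0 lower when adjusted over the list alone). Transcripts of gsc, the homeobox gene of the Spemann organizer, showed the largest increases of the list. In the authors' deposited table gsc.L was at 338.6 normalized counts in TKD against 36.4 in control embryos (log2 fold change 3.21, DEseq adjusted P = 2.68e-07). Its homeolog gsc.S was at 235.6 against 50.8 in the authors' deposited table (log2 fold change 2.21, DEseq adjusted P = 0.0108). The third, admp.S, which encodes a BMP-type ligand of the organizer, was at 860.3 against 270.0 in the authors' deposited table (log2 fold change 1.67, DEseq adjusted P = 0.0384). In recovered reads divided by size factors, both TKD libraries lay above both control libraries for 14 of the 21 entries. For 1 entry (foxd3.L) both lay below and 6 overlapped. Chance would put 16.7% in each order only for exchangeable libraries and independent genes. Here the libraries vary in pairs and homeologs move together in part, so 16.7% is no firm baseline for the 14 entries. The share of all genes in each order is not given here. The T-box gene eomes.S had values of 576.4 and 378.7 in the TKD libraries against 189.1 and 197.3 in the control libraries. Its adjusted P-value was 0.266 from DEseq in the authors' deposited table and 0.0142 from limma-voom on the recovered reads. An unadjusted P-value under 0.05 was reached by 7 entries above and 0 below control in the authors' deposited table. Of 19 entries tested, limma-voom called 13 higher and 0 lower (6 higher without the deeper TKD library and 10 to 12 without each of the others). The list leaves out the TFI genes that the paper reports as decreased in these samples, so few decreases are expected in it; of the 5 entries for those genes, 4 fell in the authors' deposited table and limma-voom called 5 lower. The median log2 fold change of the 21 entries was 0.69 (quartiles 0.47 and 1.21), and 17 lay above 0 (exact two-sided Wilcoxon signed rank P = 0.00186 across genes, which are not independent replicates). A further 17 entries, for TFI genes seen only in the paper's figures, had a median of −0.01 with 8 above 0 in the authors' deposited table. The median of the 21 entries lay at percentile 99.99 of 10000 random lists of the same size matched on mean expression. With limma's camera on the recovered reads, the list had an adjusted P-value of 4.32e-06 with a preset correlation and an adjusted p = 0.471 with an estimated correlation. The setting with an estimated correlation has little power with 4 libraries. Limma's fry gave the list an adjusted P-value of 0.0576. These entries are those of TFI genes named in the paper's text, not its full set, and otx2 and vegt were not matched by symbol. The Wilcoxon P was 0.0537 over the L homeologs alone and 0.340 with the genes that the paper reports as decreased added to the list.

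**Figure D2:**
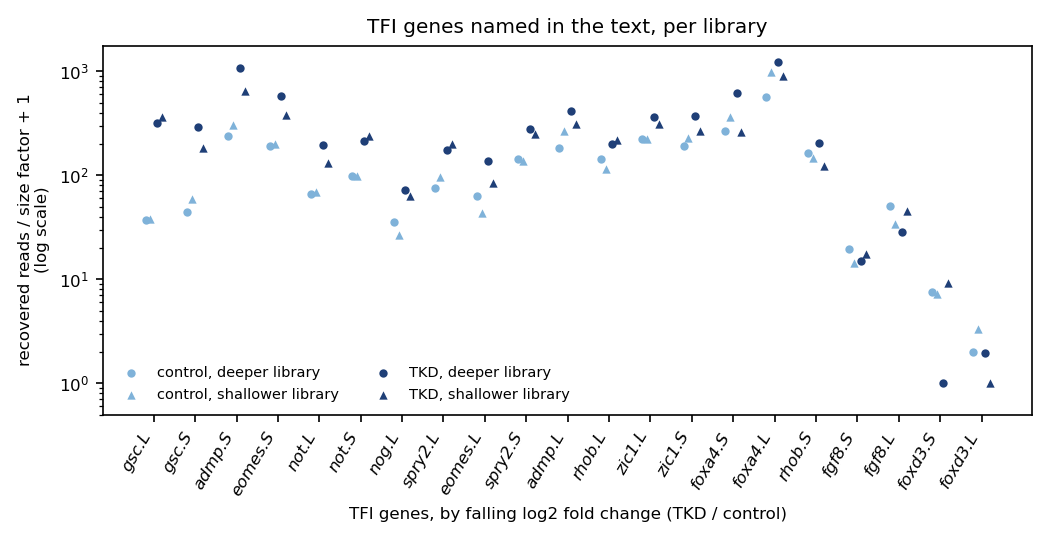
Recovered reads divided by size factors, plus 1, on a log scale, for the 21 TFI gene entries in each of the 4 libraries, ordered by log2 fold change. Dark points are the 2 TKD libraries and light points the 2 control libraries. The TKD points of gsc.L lie at 315.0 and 362.1 before 1 is added, against 36.0 and 36.8 for control, and those of foxd3.L rest on at most 3 reads per library.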

At a false discovery rate of 10%, only four TFI genes were decreased (*srsf2*, *hnf1b.L*, *hnf1b.S* and *slc7a5*). 

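The amino acid transporter gene slc7a5.L stood at 8.59 normalized counts in TKD and 73.7 in control embryos in the authors' deposited table (log2 fold change −3.09, DEseq adjusted P = 0.00566). The splicing factor gene srsf2.S was far more abundant, at 706.6 against 2068 normalized counts in the authors' deposited table (log2 fold change −1.55, DEseq adjusted P = 0.0187). Its homeolog srsf2.L was at 1762 against 3422 in the authors' deposited table, a log2 fold change of −0.96 that did not pass (adjusted P = 0.836 from DEseq; 0.0158 from limma-voom on the recovered reads). In each of these 3 entries both TKD libraries lay below both control libraries. The genes were chosen by the study on these samples, so they are not independent evidence of a direction.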

The finding that TFI genes are robustly transcribed under TKD conditions suggests that none of the TBP-related factors are required for the rate-limiting step of transcription of these genes and that functional redundancy of TBP family of initiation factors does not play a major role in this process.

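Of the 21 entries for TFI genes named in the text without those reported as decreased, the 18 that did not pass were present in TKD embryos at between 87.6% and 247.1% of the level in control embryos, apart from foxd3. Entries for TFI genes outside this list that did not pass reached lower levels, such as srsf2.L at 51.5% and gata6.S at 45% of control. Transcripts of the forkhead gene foxa4.L, the most abundant of the list, were at 1063 normalized counts in TKD and 767.7 in control embryos in the authors' deposited table, and foxa4.S at 441.1 against 315.3. The neural plate gene zic1 was at 337.9 against 221.1 for the L and 316.6 against 207.3 for the S homeolog in the authors' deposited table, both a log2 fold change of 0.61. The FGF antagonist gene spry2 had log2 fold changes of 1.13 (spry2.L) and 0.93 (spry2.S), the BMP antagonist gene nog.L of 1.15, and eomes.L of 1.06 in the authors' deposited table. Transcripts of rhob were at 206.2 against 128.3 (rhob.L) and 162.4 against 152.7 (rhob.S) in the authors' deposited table. Transcripts of fgf8 were low in both groups, at 36.0 against 41.0 (fgf8.L) and 15.3 against 16.0 (fgf8.S) in the authors' deposited table. With at most 13 reads in any library, the 2 homeologs of foxd3 were too low at this depth for a difference to be detectable. The adjusted P-values of the 18 entries were 0.252 or more from DEseq in the authors' deposited table, and the values of rhob.S, foxa4.S, fgf8.L and fgf8.S changed sign under another scaling or without a library. From the transcript levels of TFI genes in TKD embryos, the paper proposes that none of the TBP-related factors is needed for the rate-limiting step of their transcription and that redundancy within the TBP family has no major part in it.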

**Fig. 2.**
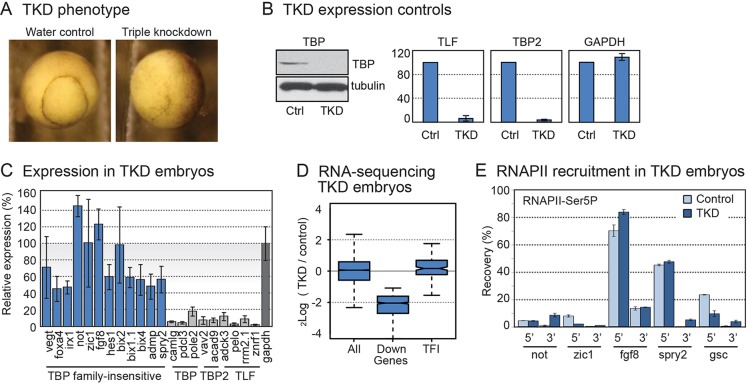
**Analysis of TBP family triple knockdown (ablation of *tbp*, *tlf* and *tbp2* mRNA).** (A) Morphology of TKD embryos at stage 10.5, relative to water-injected control (left panel). (B) Control experiments verified efficient TBP protein depletion (western blot, left panel) and knockdown of *tlf* and *tbp2* transcripts by RT-qPCR in TKD embryos relative to control (Ctrl). Tubulin (western) and *gapdh* serve as controls. (C) Expression levels of TFI gene transcripts (left, in blue) and transcripts that require TBP, TBP2 or TLF (light gray) in TKD embryos relative to control embryos, as determined by RT-qPCR. *gapdh* transcript levels (dark gray) served as control. (D) Box plots showing fold change (log_2_) of transcript levels of all expressed genes, decreased genes (DEseq FDR 0.1, see Materials and Methods) and TFI genes, as determined by RNA sequencing of ribosomal RNA-depleted samples of TKD embryos versus control embryos. (E) Recruitment of initiating RNAPII-Ser5 determined by ChIP-qPCR. 5′ and 3′ ends of TFI genes were analyzed. Comparison of signals obtained from control (light blue) and TKD embryos (dark blue) indicates significant recruitment of RNAPII-Ser5 to TFI genes under TKD conditions.

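The fold changes of the called genes in TKD embryos were all of at least 2-fold. The centre of all expressed genes follows from the size factors, which set it near 0. Over the 21872 genes above 0 in both groups of the authors' deposited table, the median log2 fold change was 0.07, with quartiles of −0.61 and 0.66, and 53.2% of the genes lay above 0. The 881 decreased genes with a TKD mean above 0 had a median of −2.02 and quartiles of −2.63 and −1.60. A further 21 decreased genes were listed at 0 in TKD embryos. The 171 increased genes had a median of 1.77 and quartiles of 1.52 and 2.14 in the authors' deposited table. In the recovered reads, both TKD libraries lay below both control libraries for all 902 decreased genes, and above them for all 171 increased genes. These genes were called on the same libraries, so this order adds no separate support for the calls. Only a model, LOC or clone number was given for 335 of the decreased and 68 of the increased genes. Scaling both groups to the same sum of means (2529315.7 for TKD and 2991598.9 for control embryos) shifted every log2 fold change by 0.24, and the median of expressed genes to 0.32. Centring on genes with a mean of at least 10 shifted them by −0.06. The L and S homeologs moved together in part. Over 3203 pairs with a mean of at least 10 in both copies, Pearson's r of their log2 fold changes was 0.59 and Spearman's correlation was 0.56. This correlation is across genes, which are not independent replicates (permutation P = 1e-04 for each, the smallest that 10000 draws can give). The homeologs of 69.4% of the pairs had the same sign.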

A prominent role has been identified for promoter-proximal pausing of RNAPII in eukaryotic gene regulation (Adelman and Lis, 2012). This raised the possibility that enhanced elongation compensates for reduced transcription initiation, rescuing the expression of TFI genes under knockdown conditions. We tested this hypothesis by examining the recruitment of initiating RNAPII to promoters by chromatin immunoprecipitation (ChIP) of the Ser5-phosphorylated form of RNAPII (Fig. 2E). In TKD embryos, RNAPII phosphorylated at Ser5 is unaffected at robustly transcribed promoters such as *fgf8* and *spry2* but moderately decreased at genes such as *zic1* and *gsc*. Assessing RNAPII recruitment using an antibody recognizing the unphosphorylated CTD domain of RNAPII did not uncover altered RNAPII recruitment to TFI genes in TKD embryos (Fig. S1A). Concordantly, analysis of RNAPII pausing at TFI orthologues using *X. tropicalis* RNAPII ChIP-seq data (van Heeringen et al., 2014) did not reveal significant pausing of TFI genes relative to other expressed genes (Fig. S1B). Together, the results did not reveal a role for post-initiation regulation in TFI transcription but rather highlighted the fact that the initiating form of RNAPII can be robustly recruited at TFI genes under TKD conditions.

### Role of TFI genes in mesoderm, the organizer and other developmental processes

We noticed that many TFI gene transcripts have developmental functions in both mesendoderm specification and the Spemann-Mangold organizer, including well-known genes such as *goosecoid* (*gsc*), *otx2*, *foxd3*, *notochord homeobox* (*not*), *zic1*, *noggin* (*nog*), *spry2*, *admp*, *eomesodermin* (*eomes*) and *vegt*. Therefore, we investigated the functional characteristics of the TFI genes. We assessed the spatial localization of TFI gene transcripts using available transcriptome datasets of dissected embryonic tissue of early gastrula (stage 10) embryos, including dorsal blastopore lip (dorsal), ventral marginal zone (ventral), animal cap (animal) and the central part of the yolk plug (vegetal) (Tanegashima et al., 2009; Zhao et al., 2008). Among 15,491 transcripts, 466 were expressed more than 2.8-fold (log_2_ 1.5) higher at the animal pole compared with the vegetal pole. Of these transcripts 12 were TFI (1.9 times more than expected by random chance, hypergeometric *P*-value 9.3×10^−3^, Fig. 3A). Twenty-five TFI gene transcripts were more abundant at the vegetal pole than at the animal pole (fourfold enriched, *P*-value 8.2×10^−10^), and at the dorsal blastopore lip eight transcripts were enriched relative to the ventral marginal zone (10.2-fold, *P*-value 7.4×10^−8^). By contrast, no TFI gene transcripts overlapped with the 43 transcripts that were more highly expressed at the ventral marginal zone compared with the dorsal blastopore lip (Fig. 3A). This over-representation of TFI gene transcripts among transcripts with dorsal-vegetal gene expression is consistent with roles in mesoderm and the organizer. To determine whether TFI genes were enriched for organizer genes, we investigated the overlap with Noggin-Dickkopf (*nog-dkk1*)-induced transcripts, which represent transcripts induced by an ectopic organizer (Hufton et al., 2006). Four clusters of transcripts have been identified, of which clusters 3 and 4 correspond to organizer and ventral-posteriorizing transcripts, respectively. TFI gene transcripts were enriched in the organizer cluster 3 (2.3-fold compared with all developmentally upregulated transcripts; *P*-value, 2×10^−3^). Also, an extended organizer cluster (Hufton et al., 2006) was enriched with a total of 18 TFI gene transcripts (Fig. 3B). To characterize the biological processes to which TFI gene transcripts contribute, gene ontology (GO) analysis was performed using all genes and developmentally upregulated genes as background gene lists (Fig. 3C, Table S3). TFI genes were enriched in functional categories linked with dorso-ventral neural tube patterning, negative regulation of muscle development, induction of organ formation, regulation of transcription, chromatin assembly and DNA-protein complex assembly. This illustrates that, apart from mesoderm and organizer gene expression, TFI genes also contribute to other developmental processes.

**Fig. 3.**
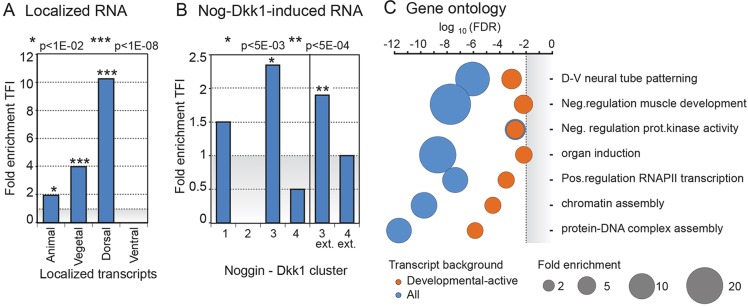
**Characterization of TFI gene transcript localization and function.** (A) Over-representation (fold enrichment) of TFI gene transcripts among localized expression in the animal, vegetal, dorsal and ventral parts of the embryo. TFI transcripts are not over-represented among ventrally expressed transcripts. Hypergeometric *P*-values are indicated. (B) Over-representation of TFI gene transcripts within four clusters of genes identified after ectopic induction of the organizer by Noggin (Nog) and Dickkopf-1 (Dkk1). Clusters 3 and 3-extended represent organizer genes (Hufton et al., 2006). TFI gene transcripts are moderately but significantly over-represented in these clusters. (C) Gene ontology (GO) term analysis of TFI genes relative to GO terms in all genes (blue) or in developmentally active genes (orange, defined as in Fig. 1D). The GO fold enrichments are reflected in the sizes of the circles (see scale in gray). Significance (FDR; top) and relevant GO terms (right) are indicated.

### Role of Gcn5 in gastrulation and embryonic transcription

The Gcn5-containing SAGA co-activator complex could potentially play a role in transcription of TFI genes, as it is structurally similar to TFIID, is capable of initiating transcription *in vitro* and is recruited to promoter histone modifications (Han et al., 2014; Vermeulen et al., 2010; Wieczorek et al., 1998). Gcn5 was not identified as TBP family insensitive because its mRNA is partly maternally derived; however, *gcn5* mRNA levels are not affected by knockdown of TBP family members (Fig. S2A). To examine the role of Gcn5 in TFI gene expression we investigated Gcn5 binding by ChIP using two different Gcn5-specific antibodies (Fig. 4A). We found Gcn5 binding close to the annotated transcription start site of *bmp4*, *gsc* and *fgf8*, whereas distal regions were negative (Fig. 4A). To explore a potential role of *gcn5* in the transcription of TFI genes, we studied the effect of depletion of *gcn5* mRNA by antisense knockdown using DMED-modified oligonucleotides (Fig. 4B). Concordant with specific antibody recognition of Gcn5 on western blot (Fig. S2B), Gcn5 protein was depleted from promoters in antisense-injected embryos compared with controls using ChIP analysis (Fig. 4C).

**Fig. 4.**
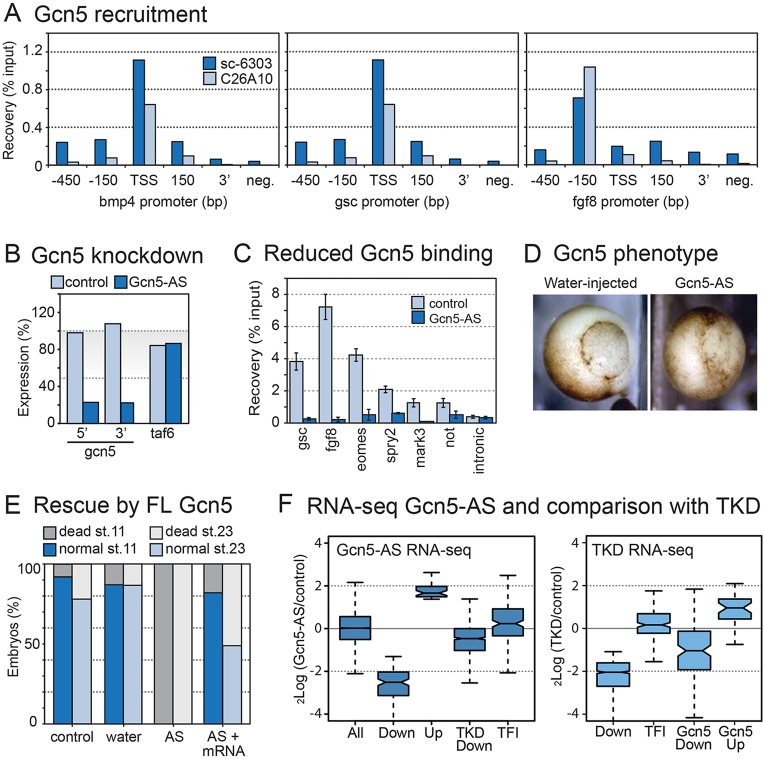
**Analysis of Gcn5 function in early embryos.** A number of TFI genes recruit Gcn5 to their promoter and require Gcn5 for normal expression. (A) Gcn5 binding at different regions around the transcription start site (TSS) of *bmp4*, *gsc* and *fgf8* genes in *X. tropicalis*. ChIP was performed using two different polyclonal anti-GCN5 antibodies. Negative controls (3′ ends of genes and an intergenic region) are indicated. One of the antibodies (C26A10) is highly specific for Gcn5 in western blotting (cf. Fig. S2B). In addition, ChIP signals are reduced in Gcn5-AS-injected embryos (cf. panel C). (B) Depletion of *gcn5* transcripts was verified by RT-qPCR. Expression levels normalized by maternal *gapdh* levels were determined for both 5′ and 3′ regions of the *gcn5* mRNA and compared with a control, *taf6*. (C) Binding of Gcn5 protein to *X. laevis* promoters is reduced upon *gcn5* knockdown, as assessed by ChIP-qPCR using anti-GCN5 C26A10 antibody in control (light blue) and Gcn5-knockdown (dark blue) embryos (stage 10.5). (D) Morphology of control (water-injected) and Gcn5-knockdown (KD, Gcn5-AS injected) embryos showing gastrulation defects at stage 10.5-11. (E) Statistics of rescue experiments performed by co-injecting *in vitro*-transcribed full-length human *GCN5* mRNA (FL Gcn5) together with Gcn5-AS oligos to restore normal development (cf. Fig. S2). Statistics of three independent experiments are summarized. (F) Box plots showing fold change (log_2_) of transcript levels in duplicate samples of Gcn5-KD and control embryos (left panel), shown for all expressed genes, genes with decreased (Down) and increased (Up) transcripts (DEseq FDR 0.1), genes with decreased transcripts in TKD embryos and TFI genes. Right panel shows reciprocal analysis for TKD conditions. The fold changes are depicted in subsets of genes, decreased transcripts in TKD embryos (Down), TFI genes, transcripts that are decreased (Gcn5 Down) or increased (Gcn5 Up) in Gcn5-AS embryos.

In *gcn5* knockdown embryos, an initial blastopore groove was observed on the dorsal side at beginning of gastrulation (stage 10-10.5) but involution was affected and the embryos entered developmental arrest (Fig. 4D) with signs of apoptosis, mostly at the ventral side (Fig. S2C). To assess the specificity of Gcn5 knockdown (KD), we carried out rescue experiments using *in vitro*-transcribed mRNA encoding the human protein. The results showed that the phenotype of antisense-injected embryos can be attributed to knockdown of *gcn5* (Fig. 4E and Fig. S2D-E). Moreover, the phenotype could also be rescued using Gcn5 with a mutated HAT domain, suggesting that HAT activity is not required for early development (Fig. S2D,E).

To determine how embryonic transcription is changed by the knockdown of Gcn5, we generated transcriptome profiles of early gastrula (stage 10.5) control and Gcn5-KD embryos in duplicate by RNA sequencing (Table S4). Among decreased transcripts [125 at false discovery rate (FDR) 0.1] are those associated with gene ontologies of chromatin modifications (e.g. *kdm5b*, *dnmt1* and *ehmt2*), regulation of actin filament polymerization, ubiquitin-dependent degradation and glycogen metabolism (Fig. S2F, Table S5). Among increased transcripts (40 at FDR 0.1) only regulation of transcription was a significant gene ontology (Table S6), notably contributed to by the TFI transcription factor genes *gsc* and *not*. In addition, three other TFI genes were upregulated in Gcn5-KD embryos, representing a small but highly significant overlap (hypergeometric *P*-value 2.8×10^−5^). Moreover, transcripts affected by Gcn5-KD and TKD showed similar responses under these conditions (Fig. 4F); TFI gene transcripts were mildly increased in Gcn5-KD embryos (Wilcoxon signed rank *P*-value 4.4×10^−5^) and transcripts upregulated by Gcn5-KD also increased in TKD embryos (Wilcoxon signed rank *P*-value 6.8×10^−9^). These data demonstrate that Gcn5 is important for early embryonic gene transcription, but do not support a model of obligatory and non-redundant TFI transcription initiation by Gcn5.

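In the TKD samples, both homeologs of gsc passed the threshold as increased, whereas those of not, the notochord homeobox gene, did not pass. The authors' deposited table gives not.L at 161.8 normalized counts in TKD and 66.4 in control embryos (log2 fold change 1.28, DEseq adjusted P = 0.688) and not.S at 225.3 against 97.1 (log2 fold change 1.21, DEseq adjusted P = 0.252). By limma-voom on the recovered reads both were higher (adjusted P = 0.0237 and 0.0141), but not.L did not pass without the deeper TKD library (adjusted P = 0.164). Of the genes that the paper names as decreased by Gcn5-KD, the DNA methyltransferase gene dnmt1 had log2 fold changes of −1.32 (dnmt1.L, DEseq adjusted P = 0.569) and −0.73 (dnmt1.S) in TKD embryos in the authors' deposited table. The limma-voom test called both homeologs lower (adjusted P = 0.00802 and 0.0539), but dnmt1.S did not pass with library totals (adjusted P = 0.105) or without the deeper TKD (0.153), the shallower TKD (0.170) or the shallower control library (0.144). The histone demethylase gene kdm5b stood at 438.9 against 450.0 (kdm5b.L) and 445.8 against 412.7 (kdm5b.S) normalized counts, and the histone methyltransferase gene ehmt2.L at 402.8 against 479.2, in the authors' deposited table (adjusted P = 1 from DEseq for each). Of these 9 entries 2 rose, 0 fell and 7 did not pass in the authors' deposited table (3 higher and 0 lower when adjusted over the list alone). The value of kdm5b.L, a log2 fold change of −0.04, changed sign when the groups were scaled to the same sum. The Gcn5-KD samples are not analysed here.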

### Increased binding of Gcn5 to TFI genes under TKD conditions

Gcn5 has been implicated in targeting activator proteins to the promoters of inducible genes (Cosma et al., 1999), hence we asked whether Gcn5, upon loss of TBP, TLF and TBP2, might contribute to transcription as a co-activator or by supporting basal transcription. Basal transcription is driven by core promoter elements which recruit initiation factors (Juven-Gershon and Kadonaga, 2010). To examine activated transcription in the absence of TBP family members *in vivo*, we used the VP16 transcription activation assay originally developed in yeast (Larschan and Winston, 2001). Although this assay system is artificial, it allowed us to address the mechanistic question of whether a strong activator is required to bypass a requirement for TBP family initiation factors (Fig. S3A). In control embryos, Gal4-VP16 activated transcription vigorously (>10-fold, Fig. S3B). Strikingly, in TKD embryos, VP16 activation also occurred, albeit with some delay. When basal transcription was analyzed (with no Gal4 protein expressed), reporter expression levels appeared to be significantly higher in TKD embryos than in controls, similar to some of the TFI gene transcripts (Fig. 2C). This result indicates that TKD conditions can facilitate both basal transcription driven by the core promoter (Fig. S3B, right panel) and transcription driven by a strong activator.

To relate transcription levels to promoter binding, we carried out ChIP-qPCR experiments to detect TBP and Gcn5 at the promoter under VP16-activated conditions. Additionally, we quantified acetylated histone H3 and histone H4 in control and TKD embryos. The promoter was bound by TBP and relatively little Gcn5 in control embryos. TBP binding was abolished in TKD embryos (Fig. 5A), as expected while the promoter is still driving robust transcription (Fig. S3B). Strikingly, Gcn5 showed the opposite pattern with more than 7-fold stronger binding to the promoter in TKD embryos compared with control embryos. Moreover, robust histone acetylation was detected in both samples. These results show that both basal and activator-dependent transcription can occur under TKD conditions and that compensatory recruitment of Gcn5 might occur in the absence of TBP and TBP-related factors.

**Fig. 5.**
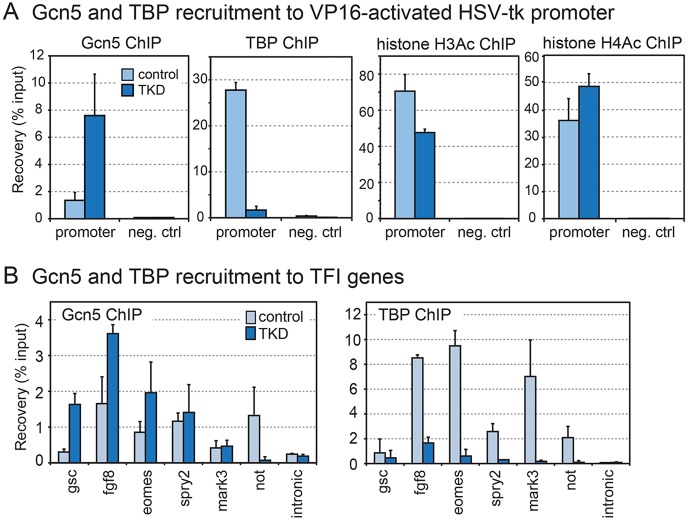
**Increased promoter binding of Gcn5 in TBP family triple-knockdown embryos.** (A) ChIP analysis of Gcn5, TBP and histone H3 and H4 acetylation under VP16 activating conditions in TKD and control embryos. These experiments were performed in a VP16 transcription activation assay combined with TBP family loss-of-function experiments (cf. Fig. S3). Loss of TBP on the promoter in TKD embryos is compensated by an increase in Gcn5 (first two panels). Histones H3 and H4 are acetylated in both TKD and control embryos (second two panels). (B) Gcn5 is recruited to TFI gene promoters in TBP family triple-knockdown embryos. ChIP reveals enhanced Gcn5 binding when TBP and TBP-related factors are depleted in TKD embryos (blue) compared with water-injected controls (light blue). The intronic region of *nadh* gene shows background levels. The *mark3* gene requires normal TBP levels for expression.

We asked whether a similar compensatory binding is observed at endogenous TFI promoters under TKD conditions. We analyzed Gcn5 binding in TKD embryos and compared it with controls. We confirmed the expected loss of TBP binding in TKD embryos (Fig. 5B). The results show that Gcn5 recruitment to the TFI gene promoters of *gsc*, *fgf8* and *eomes* is significantly higher in TKD embryos than in water-injected controls. Other TFI genes recruit Gcn5, but binding was either unaffected by TKD or decreased. The TBP-dependent *mark3* gene recruited some Gcn5 but this was unchanged upon TBP family depletion, similar to *spry2*. TBP binding was strongly reduced in TKD embryos.

### TFI genes are bound by TFI transcription factors

To further assess the contribution of transcriptional regulators to TFI transcription, we examined the involvement of TFI genes in the gene regulatory network of mesendoderm specification (Koide et al., 2005). Strikingly, the mesendoderm specification network is enriched for TFI genes (8 out of 23 mesendoderm specification network genes, hypergeometric *P*-value 9.3×10^−13^, Fig. S4A). It has been reported that the T-box binding factors T (Xbra), Vegt and Eomes, which are expressed in the marginal zone, are co-recruited at the regulatory regions of target genes (Gentsch et al., 2013). Also the recruitment of the organizer-expressed homeobox factors Gsc, Otx2 and Lhx1 (Lim1) has been studied in *X. tropicalis* embryos by ChIP sequencing (Yasuoka et al., 2014). Four of these factors (Vegt, Eomes, Otx2, Gsc) do not require the TBP family for efficient transcription initiation; therefore, these factors could play a role in TFI transcription. Thus, we mapped their binding sites to genes to construct a genomic interaction network (see Materials and Methods). Strikingly, 103 of 126 (82%) of named TFI genes had one or more of the six transcription factors (T, Eomes, Vegt, Gsc, Otx2, Lhx1) bound to their locus, and the same 82% were bound by one or more of the four TFI transcription factors (Eomes, Vegt, Gsc, Otx2; Fig. S4B). Furthermore, Vegt, Otx2 and Gsc form a highly interconnected network that displays all possible mutual interactions between these factors and the genes encoding them, with intertwined putative auto-regulatory, feed-forward and multi-component circuitry (Fig. 6A). TFI genes are more frequently bound by these transcription factors than the set of all genes (Fig. 6B, hypergeometric *P*-values between 3×10^−4^ and 1×10^−16^). Downstream TFI genes show a higher degree of coordinated binding; many are bound by four, five or six transcription factors (Fig. 6A,C). We compared the effects of Gsc knockdown and Lhx1/Otx2/Otx5 triple knockdown (Yasuoka et al., 2014) on TFI gene expression (Fig. S4B). TFI genes tend to be upregulated in *gsc* morphant embryos (65 genes; Wilcoxon *P*-value, 1×10^−4^). The effects of combined Lhx1, Otx2 and Otx5 knockdown (only *otx2* is a TFI gene) are less clear. Whereas organizer-expressed TFI genes *gsc*, *foxa4* and *admp* are expressed at lower levels in the triple morphant (*lhx1*/*otx2*/*otx5*) embryos, *foxd3*, *not*, *rhob* and *otx2* itself are upregulated (Fig. S4B). Additional interactions, possibly including those mediated by other TFI transcription factors, might explain these non-parsimonious gene regulatory relationships. Together, the data uncover a TFI gene network centered on putative auto-regulatory and multicomponent circuitry of T-box, Otx2 and Gsc binding; the majority of the TFI genes bind these TFI transcriptional regulators.

**Fig. 6.**
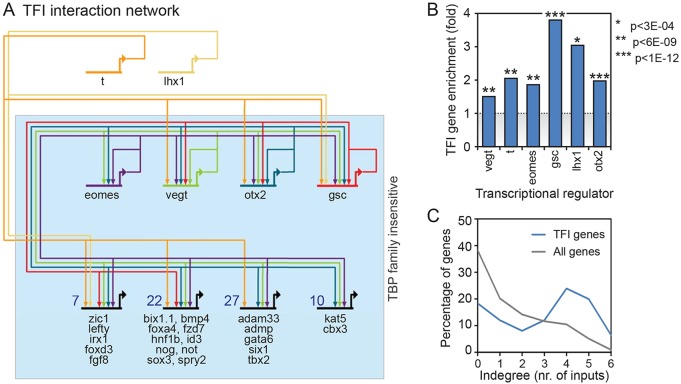
**TFI network analysis.** (A) TFI genomic interaction network (blue box) based on ChIP data of Otx2, Vegt, Eomes, Gsc, T and Lhx1 in *X. tropicalis*. The most common binding combinations with representative TFI genes are depicted on the bottom row. The total number of TFI genes with the same binding combinations is indicated. For a complete overview, see Fig. S4. (B) Over-representation of TFI genes among genes bound by Otx2, Vegt, Eomes, Gsc, T and Lhx1. Hypergeometric *P*-values are indicated. (C) Indegree (number of inputs) of TFI gene transcripts (blue) and all genes (gray). TFI gene transcripts are often bound by four or more of the transcription factors Otx2, Vegt, Eomes, Gsc, T and Lhx1.

## DISCUSSION

TBP is a key transcription initiation factor in eukaryotes; however, genomes of multicellular organisms generally encode one or more TBP-related factors (TLF and TBP2 in vertebrates), as well as additional TFIIA-like and TAF-like factors (Akhtar and Veenstra, 2011; Duttke et al., 2014; Goodrich and Tjian, 2010; Müller and Tora, 2004, 2014). Indeed, although TBP is essential for viability, not all transcription requires TBP in fish, frog and mouse embryos (Martianov et al., 2002b; Müller et al., 2001; Veenstra et al., 2000). In yeast, and on human promoters *in vitro*, TBP binding is a rate-limiting step for transcription (Kim and Iyer, 2004; Klein and Struhl, 1994; Wu and Chiang, 2001). There are known differences in core promoter recognition within the TBP family; TLF/TRF2 recognizes TCT, Inr and DPE core promoter elements (Kedmi et al., 2014; Wang et al., 2014), whereas TBP2 recognizes TATA boxes in a similar manner to TBP (Bártfai et al., 2004; Jallow et al., 2004). Apart from these differences, TBP-related factors are thought to support transcription initiation in a comparable fashion. Concordantly, when *tbp*, *tlf* and *tbp2* mRNA transcripts are ablated in *Xenopus* embryos, more than 90% of actively transcribed genes are affected (Fig. 1D). However, we have identified and characterized a small cluster of transcripts that are not affected by the levels of the three TBP family members. They are referred to as TBP family-insensitive (TFI) because transcript levels do not (or only marginally) change upon ablation of TBP family members. TFI genes are actively transcribed and this transcription cannot be explained by redundancy between the TBP family members. They efficiently recruit the initiating form of RNAPII to their promoters, indicating that TFI genes initiate transcription through a non-canonical mechanism (Fig. 2). Even though TFI genes do not require Gcn5, recruitment of Gcn5 to the promoter increases with the loss of TBP binding upon knockdown of all three TBP family members (TKD, Fig. 5). This substitution of TBP by Gcn5 might reflect a high degree of functional plasticity in transcription initiation. Experiments using the strong VP16 activator indicated that this may not simply involve a bypass of the basal transcription machinery by strong activators (which could potentially recruit RNAPII directly), but can occur without any activators (Fig. S3). We have not determined whether Gcn5 binds as a complex to TFI promoters, but the results suggest that the SAGA complex, which is structurally similar to TFIID (Han et al., 2014), could play a role in this process. Like TFIID, SAGA binds to the H3K4me3 histone modification that is found at promoters (Vermeulen et al., 2010). In yeast, TFIID and SAGA are partially redundant, but some genes require either TFIID or SAGA subunits for normal expression (Huisinga and Pugh, 2004; Lee et al., 2000; Li et al., 2000; Timmers and Tora, 2005). Our Gcn5 knockdown analysis did not reveal a non-redundant requirement for Gcn5 in TFI gene transcription. In the absence of TBP family members, the activation of TFI genes is preserved and switches to a TBP-free regulation. Some promoters opportunistically recruit Gcn5 under these conditions, suggesting that Gcn5/SAGA and TBP/TFIID compete with each other, potentially through interactions of activators with shared TAF subunits.

The TFI genes identified in this study are enriched for mesoderm and organizer expression and function (Fig. 3). Although this might partly represent a bias resulting from the developmental stage in which the analysis was performed, it should be noted that TFI genes form a relatively small and highly selective subset of transcripts that show similar characteristics in terms of developmental activation and active transcription at this stage. Strikingly, a large majority (82%) of TFI genes are bound by one or more of the TFI transcription factors Vegt, Eomes, Otx2 and Gsc (Fig. 6, Fig. S4). It should be noted that these TFI transcription factor genes are expressed in spatially overlapping domains, with the T-box genes mainly expressed in the marginal zone (and vegetal pole, *vegt*), and *otx2* and *gsc* expressed in the organizer. In this genomic interaction network, no attempt has been made to infer activating or repressive influences. T-box factors tend to activate mesodermal target genes (Gentsch et al., 2013). Otx2 and Lhx1 targets are activated within the organizer region, whereas Gsc is a repressor and co-recruitment of Gsc and Otx2 might also lead to repression (Artinger et al., 1997; Danilov et al., 1998; Latinkic et al., 1997; Mochizuki et al., 2000; Yamamoto et al., 2003; Yasuoka et al., 2014). The four TFI transcription factors Eomes, Vegt, Otx2 and Gsc form a densely connected core network (Fig. 6A); two combinations of three factors (Eomes-Vegt-Otx2 and Vegt-Otx2-Gsc) constitute fully connected triads with all possible mutual interactions including auto-regulatory interactions. Mutual positive interactions (positive feedback) confer switch behavior, whereas mutual negative-feedback interactions function as fast-response circuitry but also can contribute to switch behavior and formation of expression boundaries (Alon, 2007; Davidson, 2010; Shoval and Alon, 2010). There are additional feed-forward loop and multi-component loop modules embedded in the network, and its high degree of connectivity has attractor properties that are expected for circuitry that confers cellular identity. The positively acting Eomes-Vegt and Eomes-Vegt-Otx2 modules probably lock in mesodermal and organizer identity in the marginal zone and organizer regions, respectively. This highly connected mesoderm and organizer subnetwork not only has interesting network properties, its mechanisms of transcription initiation are also highly flexible and do not strictly require TBP, TLF or TBP2. The TBP family-independent T-box-Otx2-Gsc core network of transcription factors identified here might therefore provide autonomous regulatory control to TFI genes, facilitated by the plasticity in transcription initiation. The binding properties of Gcn5, as well as the finding that the core promoter might be sufficient to drive TFI gene transcription, suggests that this is not merely a byproduct of strong activation but an inherent property of the transcription machinery. The plasticity of transcription initiation could provide robustness to the developmental network and accommodate the highly diverse gene regulatory requirements of the developmental program.

## MATERIALS AND METHODS

### Animals

Outbred *Xenopus laevis* (age 1-5 years) were used for *in vitro* fertilization. All procedures were performed after obtaining approval from the Radboud University Ethics Committee for Experimental Animal Research (Ru-dec 2014-122).

### Antisense knockdown and Gcn5 rescue

Knockdown of TBP, TLF and TBP2 was performed as reported previously (Jacobi et al., 2007; Jallow et al., 2004; Veenstra et al., 2000). Stable antisense (AS) DNA oligonucleotides were synthesized with dimethyl-ethylene-diamine (DMED) modifications (Dagle and Weeks, 2001). For TKD of TBP family members, 0.8 ng TBP-AS, 1.2 ng TBP2-AS and 1.0 ng TLF-AS was co-injected into 1-cell stage embryos. For knockdown of *gcn5* (*kat2a*) mRNA, a DMED-modified oligonucleotide Gcn5-AS[BJ220], antisense to position 220-237 of the BJ072879 EST, was designed: 5′-T+C+A+A+A+CACAAGC+C+G+G+G+T+T-3′ (+ denotes DMED-modified linkages). 0.8 ng of Gcn5-AS[BJ220] was used for knockdown. In rescue experiments, mRNA transcribed from pcDNA3.1-Myc-His-hGCN5 was used (Yanagisawa et al., 2002). To express catalytically dead ΔHAT Gcn5, pcDNA3.1-Flag-hGCN5-ΔHAT construct was used with E575A and D615A point mutations (Orpinell et al., 2010). To inhibit transcription, 50 ng α-amanitin per embryo was injected. *In situ* TUNEL (Tdt-mediated dUTP nick end labeling) analysis for detection of apoptosis was performed in whole mount as described (Veenstra et al., 1998).

### Gene expression analysis

RNA was isolated using Trizol (Life Technologies) and RNeasy columns (Qiagene). Reverse transcription was performed with Superscript II (Life Technologies) and cDNAs were measured using iQ SYBR Green Supermix and a C1000 thermal cycler CFX96 reader system (Bio-Rad). For microarray analysis, 10 µg total RNA was processed with Affymetrix one-cycle kit. Labeling and hybridization was done according to Affymetrix GeneChip instructions. Microarray data were scaled with GeneChip Operating Software (GCOS) by comparing samples with stage 10.5 control embryos and transferred to Spotfire Decision Site 7.3 for analysis. K-means clustering (*k*=8, Pearson correlation) was performed using TM4 MeV (http://www.tm4.org/) (Saeed et al., 2003).

For RNA sequencing, total RNA was isolated and depleted of ribosomal RNA, as previously described (Paranjpe et al., 2013). Libraries were prepared with the Kapa Hyper Prep kit (Kapa Biosystems). Reads were mapped to the reference *X. laevis* genome assembly JGI9.1, downloaded from Xenbase (James-Zorn et al., 2015), using STAR (Dobin et al., 2013) and allowing one mismatch. Differential transcripts were identified using DEseq (Anders and Huber, 2010), controlling the false discovery rate at 10% using the adjusted *P*-value.

For analysis of localized expression of TFI gene transcripts, GEO GSE8990 data (Tanegashima et al., 2009) was downloaded and normalized in R/Bioconductor using RMA limma (Irizarry et al., 2003). Animal-vegetal and dorsal-ventral log_2_ ratios were calculated and differentially expressed transcripts were filtered based on log_2_ ratio differences greater than 1.5. A comparison of TFI gene transcripts with *nog*-*dkk1*-induced transcripts was performed based on Affymetrix IDs provided in Hufton et al. (2006). For gene ontology (GO) term analysis Affymetrix IDs were mapped to Xenbase gene names and enrichment analysis was carried out using DAVID (Huang et al., 2007). GO terms were filtered using number of term items ≥10, FDR ≤0.05 and fold enrichment ≥4.

### Gene network analysis

Regulatory interactions of the mesendoderm specification network (Koide et al., 2005) were visualized using BioTapestry (Longabaugh, 2012). For analysis of T, Vegt, Eomes, Gsc, Lhx1 and Otx2 binding, ChIP-seq data (Gentsch et al., 2013; Yasuoka et al., 2014) was mapped to *X. tropicalis* assembly 7.1. Peaks were called using MACS2 (Zhang et al., 2008) with q0.001. To obtain high-confidence peak sets, RPKM read coverage values were calculated and peaks were filtered for RPKM greater than 99% of the RPKM in the input tracks for the same peak regions. Filtered peaks were assigned to GREAT regions (McLean et al., 2010) of xtev 3.4 genes (Paranjpe et al., 2013). The *P*-value of the hypergeometric distribution was used to determine statistical significance of over-representation.

### Chromatin immunoprecipitation

Chromatin immunoprecipitation (ChIP) was performed as described previously (Akkers et al., 2012; Jallow et al., 2004). Antibodies were bound to 1/10 volume of magnetic beads in suspension and manufacturer's instructions were followed (Dynabeads Magnetic Separation Technology). The following antibodies were used: goat polyclonal anti-GCN5 (N-18) (sc-6303, Santa-Cruz Biotechnology; 1:100; 2 μg/ChIP) and rabbit monoclonal C26A10 anti-GCN5 (3305S, Cell Signaling; 10× concentrated in 1×PBS without preservatives, 1:100 diluted for western blot; and 1:40, 1-2 μg/ChIP), anti-RNAPII-CTD-phospho-Ser5 3E8 (ActiveMotif; 1:40; 5 μg/ChIP), anti-RNAPII-CTD 8WG16 (MMS-126R, Covance/BioLegend; 1:100, 1 μg/ChIP), anti-acetyl-histone H4 (06-866, Millipore; 1:100, 1 μg/ChIP), anti-acetyl histone H3 (06-599, Millipore; 1:100; 1 μg/ChIP) and mouse monoclonal SL30 anti-TBP (SL-30-3-563, EMD Millipore; 1:40; 10 μg/ChIP) (Jallow et al., 2004; Ruppert et al., 1996). De-crosslinking and elution of DNA was performed in one step using iPure kit (Diagenode). Real-time quantitative PCR was carried using iQ SYBR Green Supermix and C1000 thermal cycler CFX96 reader system (Bio-Rad).

### VP16 transcription activation assay in embryos

Embryos at 1-cell stage were injected with 0.3 ng *in vitro*-transcribed mRNAs (MessageMachine Kit, Ambion) to express a fusion protein of the Gal4 DNA-binding domain and the VP16 activation domain (Gal4-VP16) or Gal4 DNA-binding domain (Gal 4DBD) to obtain activating and non-activating conditions on 0.15 ng of a co-injected DNA template containing an HSV-tk promoter with five Gal4 binding sites. CAT reporter transcripts were measured using RT-qPCR.

## References

[DEV127936C1] AdelmanK. and LisJ. T. (2012). Promoter-proximal pausing of RNA polymerase II: emerging roles in metazoans. *Nat. Rev. Genet.* 13, 720-731. 10.1038/nrg329322986266PMC3552498

[DEV127936C2] AkhtarW. and VeenstraG. J. C. (2009). TBP2 is a substitute for TBP in Xenopus oocyte transcription. *BMC Biol.* 7, 45 10.1186/1741-7007-7-4519650908PMC2731028

[DEV127936C3] AkhtarW. and VeenstraG. J. C. (2011). TBP-related factors: a paradigm of diversity in transcription initiation. *Cell Biosci.* 1, 23 10.1186/2045-3701-1-2321711503PMC3142196

[DEV127936C4] AkkersR. C., JacobiU. G. and VeenstraG. J. C. (2012). Chromatin immunoprecipitation analysis of Xenopus embryos. *Methods Mol. Biol.* 917, 279-292. 10.1007/978-1-61779-992-1_1722956095

[DEV127936C5] AlonU. (2007). Network motifs: theory and experimental approaches. *Nat. Rev. Genet.* 8, 450-461. 10.1038/nrg210217510665

[DEV127936C6] AndersS. and HuberW. (2010). Differential expression analysis for sequence count data. *Genome Biol.* 11, R106 10.1186/gb-2010-11-10-r10620979621PMC3218662

[DEV127936C7] ArtingerM., BlitzI., InoueK., TranU. and ChoK. W. Y. (1997). Interaction of goosecoid and brachyury in Xenopus mesoderm patterning. *Mech. Dev.* 65, 187-196. 10.1016/S0925-4773(97)00073-79256355

[DEV127936C8] BártfaiR., BaldufC., HiltonT., RathmannY., HadzhievY., ToraL., OrbánL. and MüllerF. (2004). TBP2, a vertebrate-specific member of the TBP family, is required in embryonic development of zebrafish. *Curr. Biol.* 14, 593-598. 10.1016/j.cub.2004.03.03415062100

[DEV127936C9] BonnetJ., WangC.-Y., BaptistaT., VincentS. D., HsiaoW.-C., StierleM., KaoC.-F., ToraL. and DevysD. (2014). The SAGA coactivator complex acts on the whole transcribed genome and is required for RNA polymerase II transcription. *Genes Dev.* 28, 1999-2012. 10.1101/gad.250225.11425228644PMC4173158

[DEV127936C10] CosmaM. P., TanakaT. and NasmythK. (1999). Ordered recruitment of transcription and chromatin remodeling factors to a cell cycle- and developmentally regulated promoter. *Cell* 97, 299-311. 10.1016/S0092-8674(00)80740-010319811

[DEV127936C11] CrowleyT. E., HoeyT., LiuJ.-K., JanY. N., JanL. Y. and TjianR. (1993). A new factor related to TATA-binding protein has highly restricted expression patterns in Drosophila. *Nature* 361, 557-561. 10.1038/361557a08429912

[DEV127936C12] DagleJ. M. and WeeksD. L. (2001). Oligonucleotide-based strategies to reduce gene expression. *Differentiation* 69, 75-82. 10.1046/j.1432-0436.2001.690201.x11798068

[DEV127936C13] DanilovV., BlumM., SchweickertA., CampioneM. and SteinbeisserH. (1998). Negative autoregulation of the organizer-specific homeobox gene goosecoid. *J. Biol. Chem.* 273, 627-635. 10.1074/jbc.273.1.6279417125

[DEV127936C14] DantonelJ.-C., QuintinS., LakatosL., LabouesseM. and ToraL. (2000). TBP-like factor is required for embryonic RNA polymerase II transcription in C. elegans. *Mol. Cell* 6, 715-722. 10.1016/S1097-2765(00)00069-111030350

[DEV127936C15] DavidsonE. H. (2010). Emerging properties of animal gene regulatory networks. *Nature* 468, 911-920. 10.1038/nature0964521164479PMC3967874

[DEV127936C16] DobinA., DavisC. A., SchlesingerF., DrenkowJ., ZaleskiC., JhaS., BatutP., ChaissonM. and GingerasT. R. (2013). STAR: ultrafast universal RNA-seq aligner. *Bioinformatics* 29, 15-21. 10.1093/bioinformatics/bts63523104886PMC3530905

[DEV127936C17] DuttkeS. H. C., DoolittleR. F., WangY.-L. and KadonagaJ. T. (2014). TRF2 and the evolution of the bilateria. *Genes Dev.* 28, 2071-2076. 10.1101/gad.250563.11425274724PMC4180970

[DEV127936C18] FukudaM., TakahashiS., HaramotoY., OnumaY., KimY.-J., YeoC.-Y., IshiuraS. and AsashimaM. (2010). Zygotic VegT is required for Xenopus paraxial mesoderm formation and is regulated by Nodal signaling and Eomesodermin. *Int. J. Dev. Biol.* 54, 81-92. 10.1387/ijdb.082837mf20013651

[DEV127936C111] GazdagE., RajkovicA., Torres-PadillaM. E. and ToraL. (2007). Analysis of TATA-binding protein 2 (TBP2) and TBP expression suggests different roles for the two proteins in regulation of gene expression during oogenesis and early mouse development. *Reproduction* 134, 51-62. 10.1530/REP-06-03317641088

[DEV127936C19] GazdagE., SantenardA., Ziegler-BirlingC., AltobelliG., PochO., ToraL. and Torres-PadillaM.-E. (2009). TBP2 is essential for germ cell development by regulating transcription and chromatin condensation in the oocyte. *Genes Dev.* 23, 2210-2223. 10.1101/gad.53520919759265PMC2751983

[DEV127936C20] GentschG. E., OwensN. D. L., MartinS. R., PiccinelliP., FaialT., TrotterM. W. B., GilchristM. J. and SmithJ. C. (2013). In vivo T-box transcription factor profiling reveals joint regulation of embryonic neuromesodermal bipotency. *Cell Rep.* 4, 1185-1196. 10.1016/j.celrep.2013.08.01224055059PMC3791401

[DEV127936C21] GoodrichJ. A. and TjianR. (2010). Unexpected roles for core promoter recognition factors in cell-type-specific transcription and gene regulation. *Nat. Rev. Genet.* 11, 549-558. 10.1038/nrg284720628347PMC2965628

[DEV127936C22] HanY., LuoJ., RanishJ. and HahnS. (2014). Architecture of the Saccharomyces cerevisiae SAGA transcription coactivator complex. *EMBO J.* 33, 2534-2546. 10.15252/embj.20148863825216679PMC4283410

[DEV127936C23] HansenS. K., TakadaS., JacobsonR. H., LisJ. T. and TjianR. (1997). Transcription properties of a cell type-specific TATA-binding protein, TRF. *Cell* 91, 71-83. 10.1016/S0092-8674(01)80010-69335336

[DEV127936C24] HartD. O., RahaT., LawsonN. D. and GreenM. R. (2007). Initiation of zebrafish haematopoiesis by the TATA-box-binding protein-related factor Trf3. *Nature* 450, 1082-1085. 10.1038/nature0634918046332PMC2150749

[DEV127936C25] HuangD. W., ShermanB. T., TanQ., CollinsJ. R., AlvordW. G., RoayaeiJ., StephensR., BaselerM. W., LaneH. C. and LempickiR. A. (2007). The DAVID Gene Functional Classification Tool: a novel biological module-centric algorithm to functionally analyze large gene lists. *Genome Biol.* 8, R183 10.1186/gb-2007-8-9-r18317784955PMC2375021

[DEV127936C26] HuftonA. L., VinayagamA., SuhaiS. and BakerJ. C. (2006). Genomic analysis of Xenopus organizer function. *BMC Dev. Biol.* 6, 27 10.1186/1471-213X-6-2716756679PMC1513553

[DEV127936C27] HuisingaK. L. and PughB. F. (2004). A genome-wide housekeeping role for TFIID and a highly regulated stress-related role for SAGA in Saccharomyces cerevisiae. *Mol. Cell* 13, 573-585. 10.1016/S1097-2765(04)00087-514992726

[DEV127936C28] IrizarryR. A., HobbsB., CollinF., Beazer-BarclayY. D., AntonellisK. J., ScherfU. and SpeedT. P. (2003). Exploration, normalization, and summaries of high density oligonucleotide array probe level data. *Biostatistics* 4, 249-264. 10.1093/biostatistics/4.2.24912925520

[DEV127936C29] JacobiU. G., AkkersR. C., PiersonE. S., WeeksD. L., DagleJ. M. and VeenstraG. J. C. (2007). TBP paralogs accommodate metazoan- and vertebrate-specific developmental gene regulation. *EMBO J.* 26, 3900-3909. 10.1038/sj.emboj.760182217703192PMC1994123

[DEV127936C30] JallowZ., JacobiU. G., WeeksD. L., DawidI. B. and VeenstraG. J. C. (2004). Specialized and redundant roles of TBP and a vertebrate-specific TBP paralog in embryonic gene regulation in Xenopus. *Proc. Natl. Acad. Sci. USA* 101, 13525-13530. 10.1073/pnas.040553610115345743PMC518790

[DEV127936C31] James-ZornC., PonferradaV. G., BurnsK. A., FortriedeJ. D., LotayV. S., LiuY., Brad KarpinkaJ., KarimiK., ZornA. M. and VizeP. D. (2015). Xenbase: core features, data acquisition, and data processing. *Genesis* 53, 486-497. 10.1002/dvg.2287326150211PMC4545734

[DEV127936C32] Juven-GershonT. and KadonagaJ. T. (2010). Regulation of gene expression via the core promoter and the basal transcriptional machinery. *Dev. Biol.* 339, 225-229. 10.1016/j.ydbio.2009.08.00919682982PMC2830304

[DEV127936C33] KaltenbachL., HornerM. A., RothmanJ. H. and MangoS. E. (2000). The TBP-like factor CeTLF is required to activate RNA polymerase II transcription during C. elegans embryogenesis. *Mol. Cell* 6, 705-713. 10.1016/S1097-2765(00)00068-X11030349

[DEV127936C34] KedmiA., ZehaviY., GlickY., OrensteinY., IdesesD., WachtelC., DonigerT., Waldman Ben-AsherH., MusterN., ThompsonJ.et al. (2014). Drosophila TRF2 is a preferential core promoter regulator. *Genes Dev.* 28, 2163-2174. 10.1101/gad.245670.11425223897PMC4180977

[DEV127936C35] KimJ. and IyerV. R. (2004). Global role of TATA box-binding protein recruitment to promoters in mediating gene expression profiles. *Mol. Cell. Biol.* 24, 8104-8112. 10.1128/MCB.24.18.8104-8112.200415340072PMC515063

[DEV127936C36] KleinC. and StruhlK. (1994). Increased recruitment of TATA-binding protein to the promoter by transcriptional activation domains in vivo. *Science* 266, 280-282. 10.1126/science.79396647939664

[DEV127936C37] KoideT., HayataT. and ChoK. W. Y. (2005). Xenopus as a model system to study transcriptional regulatory networks. *Proc. Natl. Acad. Sci. USA* 102, 4943-4948. 10.1073/pnas.040812510215795378PMC555977

[DEV127936C38] KopytovaD. V., KrasnovA. N., KopantcevaM. R., NabirochkinaE. N., NikolenkoJ. V., MaksimenkoO., KurshakovaM. M., LebedevaL. A., YerokhinM. M., SimonovaO. B.et al. (2006). Two isoforms of Drosophila TRF2 are involved in embryonic development, premeiotic chromatin condensation, and proper differentiation of germ cells of both sexes. *Mol. Cell. Biol.* 26, 7492-7505. 10.1128/MCB.00349-0617015475PMC1636870

[DEV127936C39] LarschanE. and WinstonF. (2001). The S. cerevisiae SAGA complex functions in vivo as a coactivator for transcriptional activation by Gal4. *Genes Dev.* 15, 1946-1956. 10.1101/gad.91150111485989PMC312753

[DEV127936C40] LatinkicB. V., UmbhauerM., NealK. A., LerchnerW., SmithJ. C. and CunliffeV. (1997). The Xenopus Brachyury promoter is activated by FGF and low concentrations of activin and suppressed by high concentrations of activin and by paired-type homeodomain proteins. *Genes Dev.* 11, 3265-3276. 10.1101/gad.11.23.32659389657PMC316753

[DEV127936C41] LeeT. I., CaustonH. C., HolstegeF. C. P., ShenW.-C., HannettN., JenningsE. G., WinstonF., GreenM. R. and YoungR. A. (2000). Redundant roles for the TFIID and SAGA complexes in global transcription. *Nature* 405, 701-704. 10.1038/3501510410864329

[DEV127936C42] LiX.-Y., BhaumikS. R. and GreenM. R. (2000). Distinct classes of yeast promoters revealed by differential TAF recruitment. *Science* 288, 1242-1244. 10.1126/science.288.5469.124210817999

[DEV127936C43] LongabaughW. J. R. (2012). BioTapestry: a tool to visualize the dynamic properties of gene regulatory networks. *Methods Mol. Biol.* 786, 359-394. 10.1007/978-1-61779-292-2_2121938637

[DEV127936C44] MartianovI., BrancorsiniS., GansmullerA., ParvinenM., DavidsonI. and Sassone-CorsiP. (2002a). Distinct functions of TBP and TLF/TRF2 during spermatogenesis: requirement of TLF for heterochromatic chromocenter formation in haploid round spermatids. *Development* 129, 945-955.1186147710.1242/dev.129.4.945

[DEV127936C45] MartianovI., VivilleS. and DavidsonI. (2002b). RNA polymerase II transcription in murine cells lacking the TATA binding protein. *Science* 298, 1036-1039. 10.1126/science.107632712411709

[DEV127936C46] McLeanC. Y., BristorD., HillerM., ClarkeS. L., SchaarB. T., LoweC. B., WengerA. M. and BejeranoG. (2010). GREAT improves functional interpretation of cis-regulatory regions. *Nat. Biotechnol.* 28, 495-501. 10.1038/nbt.163020436461PMC4840234

[DEV127936C47] MochizukiT., KaravanovA. A., CurtissP. E., AultK. T., SugimotoN., WatabeT., ShiokawaK., JamrichM., ChoK. W. Y., DawidI. B.et al. (2000). Xlim-1 and LIM domain binding protein 1 cooperate with various transcription factors in the regulation of the goosecoid promoter. *Dev. Biol.* 224, 470-485. 10.1006/dbio.2000.977810926781

[DEV127936C48] MüllerF. and ToraL. (2004). The multicoloured world of promoter recognition complexes. *EMBO J.* 23, 2-8. 10.1038/sj.emboj.760002714685269PMC1271665

[DEV127936C49] MüllerF. and ToraL. (2014). Chromatin and DNA sequences in defining promoters for transcription initiation. *Biochim. Biophys. Acta* 1839, 118-128. 10.1016/j.bbagrm.2013.11.00324275614

[DEV127936C50] MüllerF., LakatosL., DantonelJ.-C., SträhleU. and ToraL. (2001). TBP is not universally required for zygotic RNA polymerase II transcription in zebrafish. *Curr. Biol.* 11, 282-287. 10.1016/S0960-9822(01)00076-811250159

[DEV127936C51] MüllerF., ZauckerA. and ToraL. (2010). Developmental regulation of transcription initiation: more than just changing the actors. *Curr. Opin. Genet. Dev.* 20, 533-540. 10.1016/j.gde.2010.06.00420598874

[DEV127936C52] NagyZ., RissA., FujiyamaS., KrebsA., OrpinellM., JansenP., CohenA., StunnenbergH. G., KatoS. and ToraL. (2010). The metazoan ATAC and SAGA coactivator HAT complexes regulate different sets of inducible target genes. *Cell. Mol. Life Sci.* 67, 611-628. 10.1007/s00018-009-0199-819936620PMC11115597

[DEV127936C53] NewportJ. and KirschnerM. (1982). A major developmental transition in early Xenopus embryos: I. characterization and timing of cellular changes at the midblastula stage. *Cell* 30, 675-686. 10.1016/0092-8674(82)90272-06183003

[DEV127936C54] OrpinellM., FournierM., RissA., NagyZ., KrebsA. R., FrontiniM. and ToraL. (2010). The ATAC acetyl transferase complex controls mitotic progression by targeting non-histone substrates. *EMBO J.* 29, 2381-2394. 10.1038/emboj.2010.12520562830PMC2910275

[DEV127936C55] ParanjpeS. S., JacobiU. G., van HeeringenS. J. and VeenstraG. J. C. (2013). A genome-wide survey of maternal and embryonic transcripts during Xenopus tropicalis development. *BMC Genomics* 14, 762 10.1186/1471-2164-14-76224195446PMC3907017

[DEV127936C56] RuppertS. M. L., McCullochV., MeyerM., BautistaC., FalkowskiM., StunnenbergH. G. and HernandezN. (1996). Monoclonal antibodies directed against the amino-terminal domain of human TBP cross-react with TBP from other species. *Hybridoma* 15, 55-68. 10.1089/hyb.1996.15.559064287

[DEV127936C57] SaeedA. I., SharovV., WhiteJ., LiJ., LiangW., BhagabatiN., BraistedJ., KlapaM., CurrierT., ThiagarajanM.et al. (2003). TM4: a free, open-source system for microarray data management and analysis. *Biotechniques* 34, 374-378.1261325910.2144/03342mt01

[DEV127936C58] ShovalO. and AlonU. (2010). SnapShot: network motifs. *Cell* 143, 326-326.e1. 10.1016/j.cell.2010.09.05020946989

[DEV127936C59] SibleJ. C., AndersonJ. A., LewellynA. L. and MallerJ. L. (1997). Zygotic transcription is required to block a maternal program of apoptosis in Xenopus embryos. *Dev. Biol.* 189, 335-346. 10.1006/dbio.1997.86839299125

[DEV127936C60] SpedaleG., TimmersH. T. M. and PijnappelW. W. M. P. (2012). ATAC-king the complexity of SAGA during evolution. *Genes Dev.* 26, 527-541. 10.1101/gad.184705.11122426530PMC3315114

[DEV127936C61] TanegashimaK., ZhaoH., RebbertM. L. and DawidI. B. (2009). Coordinated activation of the secretory pathway during notochord formation in the Xenopus embryo. *Development* 136, 3543-3548. 10.1242/dev.03671519793890PMC2761104

[DEV127936C62] TimmersH. T. M. and ToraL. (2005). SAGA unveiled. *Trends Biochem. Sci.* 30, 7-10. 10.1016/j.tibs.2004.11.00715653319

[DEV127936C63] TuplerR., PeriniG. and GreenM. R. (2001). Expressing the human genome. *Nature* 409, 832-833. 10.1038/3505701111237001

[DEV127936C64] van HeeringenS. J., AkkersR. C., van KruijsbergenI., ArifM. A., HanssenL. L. P., SharifiN. and VeenstraG. J. C. (2014). Principles of nucleation of H3K27 methylation during embryonic development. *Genome Res.* 24, 401-410. 10.1101/gr.159608.11324336765PMC3941105

[DEV127936C65] VeenstraG. J. C., Peterson-MaduroJ., MathuM. T., van der VlietP. C. and DestréeO. H. J. (1998). Non-cell autonomous induction of apoptosis and loss of posterior structures by activation domain-specific interactions of Oct-1 in the Xenopus embryo. *Cell Death Differ.* 5, 774-784. 10.1038/sj.cdd.440041610200537

[DEV127936C66] VeenstraG. J. C., DestréeO. H. J. and WolffeA. P. (1999). Translation of maternal TATA-binding protein mRNA potentiates basal but not activated transcription in Xenopus embryos at the midblastula transition. *Mol. Cell. Biol.* 19, 7972-7982. 10.1128/MCB.19.12.797210567523PMC84882

[DEV127936C67] VeenstraG. J. C., WeeksD. L. and WolffeA. P. (2000). Distinct roles for TBP and TBP-like factor in early embryonic gene transcription in Xenopus. *Science* 290, 2312-2315. 10.1126/science.290.5500.231211125147

[DEV127936C68] VermeulenM., EberlH. C., MatareseF., MarksH., DenissovS., ButterF., LeeK. K., OlsenJ. V., HymanA. A., StunnenbergH. G.et al. (2010). Quantitative interaction proteomics and genome-wide profiling of epigenetic histone marks and their readers. *Cell* 142, 967-980. 10.1016/j.cell.2010.08.02020850016

[DEV127936C69] WangL. and DentS. Y. R. (2014). Functions of SAGA in development and disease. *Epigenomics* 6, 329-339. 10.2217/epi.14.2225111486PMC4159956

[DEV127936C70] WangY.-L., DuttkeS. H. C., ChenK., JohnstonJ., KassavetisG. A., ZeitlingerJ. and KadonagaJ. T. (2014). TRF2, but not TBP, mediates the transcription of ribosomal protein genes. *Genes Dev.* 28, 1550-1555. 10.1101/gad.245662.11424958592PMC4102762

[DEV127936C71] WieczorekE., BrandM., JacqX. and ToraL. (1998). Function of TAF(II)-containing complex without TBP in transcription by RNA polymerase II. *Nature* 393, 187-191. 10.1038/302839603525

[DEV127936C72] WuS.-Y. and ChiangC.-M. (2001). TATA-binding protein-associated factors enhance the recruitment of RNA polymerase II by transcriptional activators. *J. Biol. Chem.* 276, 34235-34243. 10.1074/jbc.M10246320011457828

[DEV127936C73] YamamotoS., HikasaH., OnoH. and TairaM. (2003). Molecular link in the sequential induction of the Spemann organizer: direct activation of the cerberus gene by Xlim-1, Xotx2, Mix.1, and Siamois, immediately downstream from Nodal and Wnt signaling. *Dev. Biol.* 257, 190-204. 10.1016/S0012-1606(03)00034-412710967

[DEV127936C74] YanagisawaJ., KitagawaH., YanagidaM., WadaO., OgawaS., NakagomiM., OishiH., YamamotoY., NagasawaH., McMahonS. B.et al. (2002). Nuclear receptor function requires a TFTC-type histone acetyl transferase complex. *Mol. Cell* 9, 553-562. 10.1016/S1097-2765(02)00478-111931763

[DEV127936C75] YasuokaY., SuzukiY., TakahashiS., SomeyaH., SudouN., HaramotoY., ChoK. W., AsashimaM., SuganoS. and TairaM. (2014). Occupancy of tissue-specific cis-regulatory modules by Otx2 and TLE/Groucho for embryonic head specification. *Nat. Commun.* 5, 4322 10.1038/ncomms532225005894PMC4805429

[DEV127936C76] ZhangD., PenttilaT.-L., MorrisP. L., TeichmannM. and RoederR. G. (2001). Spermiogenesis deficiency in mice lacking the Trf2 gene. *Science* 292, 1153-1155. 10.1126/science.105918811352070

[DEV127936C77] ZhangY., LiuT., MeyerC. A., EeckhouteJ., JohnsonD. S., BernsteinB. E., NussbaumC., MyersR. M., BrownM., LiW.et al. (2008). Model-based analysis of ChIP-Seq (MACS). *Genome Biol.* 9, R137 10.1186/gb-2008-9-9-r13718798982PMC2592715

[DEV127936C78] ZhaoH., TanegashimaK., RoH. and DawidI. B. (2008). Lrig3 regulates neural crest formation in Xenopus by modulating Fgf and Wnt signaling pathways. *Development* 135, 1283-1293. 10.1242/dev.01507318287203PMC2749967

How the deposited data were processed for this re-analysis (not part of the article)

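RNA was measured in 4 samples of stage 10.5 X. laevis embryos, 2 from TKD and 2 from water-injected control embryos. The authors mapped reads of ribosomal RNA-depleted libraries with STAR to genome assembly JGI 9.1, counted them per gene model and compared the groups with DEseq; the submitters' processing notes name STAR and DESeq, and the versions and the counting program are not given in the sources used here. The signal columns of the authors' deposited table are means over the 2 libraries of a group of read counts divided by size factors. The authors' log2 fold changes equal log2 of (TKD mean + 0.1) over (control mean + 0.1), to within 1.8e-15, and understate the change of low genes. The authors' deposited p-values are those of DEseq, and their adjusted p-values equal a Benjamini-Hochberg adjustment over the 26705 genes above 0 in either group, to within 3.7e-05. The remaining 18393 of the 45098 genes are at 0 in both groups. Of all genes, 20685 carry only an Xelaev model number.

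The design set before the data were examined used a count test if the table held counts per library and otherwise the authors' adjusted p at a false discovery rate of 10%. Because the table holds group means, the main results are the authors' fold changes and adjusted p-values. The rows were then split by threshold, by symbol and by gene list. The gene lists, the rule for named genes and the alternatives (thresholds of 0.05 and 0.01, minimum means of 10 and 50, pseudocounts of 1 and 10, centring, equal sums, L or S homeologs alone or added up, a 2-fold minimum) were set before the data were examined. Named in the text are every gene the paper names for the TKD, TFI or Gcn5 results and those of Fig. 2C and Fig. 6A; the 12 decreased and 12 increased genes with the largest fold changes among those with a symbol, a mean of at least 50 and values above 0 in both groups; up to 4 members of each fixed list past the threshold with the lowest adjusted p; and the knockdown targets and reference genes. Some genes that meet the rule are not reported here by name, although they stay members of the lists; without them the rule gave 101 genes, of which 51 passed the threshold. Symbols were matched in lower case without .L or .S; 132 list symbols found no entry, among them gapdh and taf6, and 7 of these are listed under another symbol in the gene names of assembly Xenopus_laevis_v10.1, which were used for nothing else except to count genes with a length. The ribosomal list leaves out the rps6k kinases, an exclusion made after the data were seen.

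The following was chosen after the data were seen. A group mean of 2 libraries is a sum of whole multiples of 2 steps, and these steps give the size factors and reads of each library. Reads came out as the only solution for 45094 of 45098 genes in the TKD and 45088 in the control group, with residuals of at most 6.5e-09 for means below 100; 4 and 10 genes had more than 1 solution and none had no solution. The solved genes hold 94.6% of the TKD and 89.2% of the control signal. Tested on simulated data of 6000 genes, the recovery solved 5999, all equal to the simulated reads. The size factors were 1.0635 and 0.6047 for the TKD and 1.972 and 1.2772 for the control libraries, which are called deeper and shallower by their reads. The recovered reads were tested with limma-voom (limma 3.58.1 in R 4.3.3), without the block of any pairing, on genes with at least 10 reads in at least 2 libraries (17026 genes), as an added alternative to the deposited adjusted p; it was also run with library totals, with medians of ratios, with each library left out, with all libraries thinned to 1414476 recovered reads and with a term for pairs. Of 16620 genes simulated for the comparison of TKD with control, with 200 genes changed, limma-voom recovered 27% of those changed 2-fold and 99% of those changed 4-fold, with 12 false calls. The simulated reads had a fixed dispersion of 0.05 and no pairs. In such data limma-voom often misses a change near 2-fold with 2 libraries per group. DEseq was not simulated and called fewer genes. Its calls can leave out larger changes (rrm2.1.L, with a log2 fold change of −2.96, did not pass), for reasons not tested here.

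For each list, the number of genes past the threshold, the number when adjusted over the list alone, the median and its percentile among 10000 random lists matched on mean expression in 20 bins were computed, with camera and fry from limma on the recovered reads. For 6 of the lists, bootstrap intervals of the median over members were added after the data were seen. The TFI list was tested with an exact two-sided Wilcoxon signed rank test, and homeologs with a permutation of their pairing. Groups of 2 are too small for a test of outlying samples or of other splits of the samples. Other steps used Python 3.11.15 with NumPy 2.4.6, pandas 2.3.3, SciPy 1.17.1 and matplotlib 3.10.9.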

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

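The genes and groups below lie outside those the paper discusses and were picked after their values were seen; of the tests, those of gene length, of the gene groups (scaling, single libraries, a common rise of maternal transcripts, slower clearance) and of single loci for the pairs of libraries were also chosen only after the result was seen.

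The authors' deposited table calls 171 genes increased in TKD embryos, which the paper does not describe. Leaving out genes that the paper names, 3 maternal and oocyte transcripts and 1 Nodal signaling gene rose, whereas 8 genes of morphogenesis and adhesion, 5 epidermal, 4 pan-mesoderm and 3 endodermal genes fell. Against these directions, mix1.L and mix1.S rose among the endodermal and foxi2.L among the epidermal genes, while grip2.L fell among the maternal transcripts. Transcripts of btg4.L had a log2 fold change of 2.72 in the authors' deposited table. For nodal6.L the authors' deposited table gives a log2 fold change of 2.52. Fibronectin fn1.L had a log2 fold change of −2.93 in the authors' deposited table. The largest TFIID subunit gene, taf1.L, had a log2 fold change of −2.19 (55.2 against 252.2 normalized counts) in the authors' deposited table, as the only decreased member among 9 entries for TFIID subunits other than TBP. Of the 15 symbols on that list, 8 were not matched. In the recovered reads, 15 genes were read in 1 pair of libraries and nearly absent from the other pair.

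More genes decreased than increased in TKD embryos, with 84.06% of the calls lower in the authors' deposited table. With all libraries thinned to the recovered reads of the shallowest, 65.71% of the limma-voom calls were lower. The unthinned reads gave 58.23% with the authors' size factors. This argues against the lower depth of the TKD libraries as the cause of the majority among limma-voom calls only. DEseq was not run on thinned reads, so for its share of 84.06% the lower depth stays open. The split changed with the model and the scaling. A term for the pairs seen in the reads gave 3767 lower and 3616 higher genes (51.02% lower). This fit leaves 1 residual degree of freedom per gene, pools the variance over genes and takes its pairs from the same reads. Library totals gave 41.9% lower, so the size factors stay open. Totals without the 20 genes with the most recovered reads gave 43.59%, and 50% or less had been set beforehand as what a few abundant genes would give. This test is void, because 10 abundant genes whose reads had more than 1 solution are missing from both totals (the genes with recovered reads hold 89.23% of the control signal), so a few abundant genes stay open as well. Gene length also stays open: over 5214 genes with a mean of at least 50 and a length, Spearman's correlation of gene span with log2 fold change was −0.25, but the check is void, because 380 of the 902 decreased genes had a length in the reference's gene table. The loss of TBP family factors stays among the open explanations, untested.

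In the authors' deposited table, more called members rose than fell among maternal (3 against 1 of 37 tested), organizer (3 against 1 of 25) and Nodal genes (1 against 0 of 24), and more fell than rose among pan-mesoderm (6 against 0 of 39), epidermal (5 against 1 of 23) and adhesion genes (8 against 0 of 35). With camera's estimated correlation each of these lists had an adjusted p = 0.471, but that setting has little power with 4 libraries and does not decide. Limma's fry gave adjusted p-values of 0.0499 for pan-mesoderm, 0.0138 for epidermis and 0.084 for adhesion genes. For maternal, organizer and Nodal genes fry gave adjusted p-values of 0.121, 0.136 and 0.100. An equal rise of every maternal transcript is argued against by 14 of 36 that differed from their list's median. A general rise of unequal size is not addressed by this count. The medians of all measured members kept their sign under 6 scalings, with the smallest at 0.28 for Nodal genes (limma-voom with medians of ratios) among the increased lists and, in size, at 0.40 for adhesion genes (equal sums) among the decreased lists. The bootstrap intervals of the pan-mesoderm, epidermis and adhesion medians left out 0 under each of the 6 scalings. With equal sums their limits came as near to 0, in size, as 0.03 (adhesion) and 0.05 (epidermis). The bootstrap treats members, homeologs among them, as independent, so the intervals may be too narrow. Equal sums and centring add 1 constant to every log2 fold change, 0.24 and −0.06, which is smaller in size than these medians. That was known when the test was set. The kept signs therefore show only that the decreases outlast these choices of scaling. A larger shift common to all genes was not tested. The intervals of the organizer and Nodal medians reached 0 with the authors' size factors as well, and that of the maternal median after centring. For the increased lists the test does not decide, so the size factors stay open. The medians also kept their sign without any 1 library, but not their size. The limma-voom median of the maternal list fell from 0.57 to 0.32 (56.14% kept) without the deeper TKD library. Without the deeper control library, the median fell in size from 0.63 to 0.38 for organizer, from 1.25 to 0.80 for pan-mesoderm and from 0.78 to 0.51 for adhesion genes. Organizer genes rose to 0.97 without the shallower TKD library, and organizer and Nodal genes to 0.95 and 0.52 (from 0.63 and 0.305) without the shallower control library. Intervals of all but the adhesion list reached 0 without at least 1 library, so a single deviating library stays open. Slower clearance of maternal transcripts in embryos that arrest at stage 10 is an untested hypothesis: the percentile of 99.99 of the maternal median among matched random lists is the observation it was drawn from, and limma-voom called 15 maternal transcripts higher and 5 lower (6 and 3 without the deeper TKD library, 8 and 5 without the deeper control library). A difference in developmental age between arrested and gastrulating embryos cannot be separated from the knockdown in this design.

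Each recovered library resembled the other of its group most (r of log2 values 0.88 for TKD and 0.92 for control, across 16131 genes with a mean of at least 10). Beyond the group difference, libraries deviated together in pairs of 1 TKD and 1 control library. The deeper TKD went with the shallower control library (r = 0.83) and the shallower TKD with the deeper control library (0.80). The other pairing gave 0.77 and 0.76. Over 10346 genes with a mean of at least 50, the log2 ratio of the deeper to the shallower library in 1 group correlated with that in the other group at r = −0.58, across genes. With all libraries thinned to the recovered reads of the shallowest, this correlation was still −0.52, which argues against depth. Differences of at least 2-fold between the pairs in both groups were found for 155 genes, and in opposite pairs for 2 other genes. Of the 155 genes, 63 had a measured homeolog. These homeologs shifted by a median of 0.20 on the log2 scale where the genes shifted by 1.38. For these genes most of the shift was thus not shared by the homeolog. The genes were picked for a large shift and their homeologs were not, so part of this gap follows from the choice. A shared stage or handling therefore stays open. There were 15 genes, such as plrg1.L and kif1a.S, with at most 2 reads in both libraries of 1 pair and at least 50 in both of the other, and 0 under the other pairing. A candidate explanation is that the pairs come from 2 clutches that differ at single loci, in expression or by sequence variants that lose reads when 1 mismatch is allowed; the labels name no clutch, and 0 of the 15 genes passed in the authors' deposited table.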

How the results depend on the processing

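The limma-voom fits on recovered reads, the fits without a library, the pairs, the fold change without a pseudocount and the matching of short symbols were chosen after the data were seen. All 51 named genes past the threshold kept their direction and call under limma-voom with 3 scalings; 47 did at 0.05 and 30 at 0.01. Where a count differs because fewer genes were tested (homeologs alone, minimum means) or the threshold is stricter, the setting itself shows why; for the others the cause was not tested. With 2 libraries per group and 1414476 to 5222085 recovered reads each, limma-voom often missed simulated changes near 2-fold. DEseq, which called fewer genes, was not simulated. A group left with 1 library is assumed to vary like the other. No paired analysis was possible from the labels, because the recovered libraries carry no replicate number.

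The 902 decreased genes became 418 at an adjusted p under 0.01, 380 over L and 269 over S homeologs, and the 171 increased genes 43, 80 and 50. Minimum means of 10 and 50 gave 261 and 282 increased genes. limma-voom gave 2438 decreased and 1749 increased genes, 1983 and 2750 with library totals, 2514 and 1676 with medians of ratios, and 1722 to 2277 and 877 to 1808 without a library (877, 1123 and 1015 increased without the deeper TKD, the shallower TKD and the deeper control library). A term for the pairs seen in the reads gave 3767 and 3616, and for the other pairing 1178 and 468. Of the authors' calls, limma-voom shared 898 and 171.

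In the gene lists, the 29 decreased members became 15 at 0.01, 14 over L and 15 over S homeologs, 72 with limma-voom, 61 with library totals, 72 with medians of ratios and 53 to 65 without a library; the 13 increased members became 5 at 0.01, 4 over S homeologs, 82, 113 and 81 with these scalings and 44 (without the deeper TKD library) to 83 without a library. The 4 decreased TFI entries became 2 at a minimum mean of 50, 2 over L and 2 over S homeologs. Of the knockdown targets, limma-voom called 1 with the authors' size factors and 1 with medians of ratios, 0 with library totals and 0 to 1 without a library.

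The median log2 fold change of expressed genes (0.07) was 0.0099 at a minimum mean of 50, 0.030 with a pseudocount of 10, 0.015 after centring, 0.32 with equal sums and 0.11 over S homeologs. That of decreased genes (−2.02) was −2.12 at 0.05, −2.29 at 0.01, −1.94 and −1.73 at minimum means of 10 and 50, −2.002 and −1.77 with pseudocounts of 1 and 10, −2.08 after centring, −1.77 with equal sums, −2.05 over L and −1.99 over S homeologs. The median of the TFI genes kept its sign throughout, but its exact Wilcoxon p was above 0.05 over L homeologs (median 0.69, p = 0.0537) and with the genes the paper reports as decreased added (0.61, p = 0.340). Pearson's r of homeologs (0.59) was 0.66 at a minimum mean of 50 and 0.61 with a pseudocount of 10.

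Some named genes that did not pass changed sign. With equal sums these were cbx3.L (0.23), kdm5b.L (0.21), fgf8.S (0.18) and fgf8.L (0.052), and after centring pelo.L (−0.037). With library totals these were cbx3.L (0.17), kdm5b.L (0.14) and fgf8.S (0.076), and with medians of ratios bmp4.L (−0.015). Without a library the range was −0.34 to 0.41 for rhob.S, −0.11 to 0.079 for cbx3.L, −0.22 to 0.33 for bmp4.L, −0.16 to 0.10 for kdm5b.L, −0.30 to 0.17 for fgf8.S, −0.19 to 0.34 for pelo.L, −0.25 to 1.01 for foxa4.S and −0.60 to 0.12 for fgf8.L.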

Differences from the paper's values

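The median log2 fold change of the TFI genes was 0.69 here, over 21 entries for genes named in the text, whereas the paper's value for its full set is about 0.15 in Fig. 2D, read by eye. The alternatives set before the data were examined all lay above the paper's value. They ranged from 0.61, with the genes the paper reports as decreased added, to 1.01, with L and S homeologs added up. A spread between libraries is not given for this median. The list here is a part of the paper's set, chosen by the genes its text names, which is a limit of the comparison; a further 17 entries for TFI genes seen only in the paper's figures had a median of −0.01 here. The paper's Wilcoxon signed rank P-value of 0.0022 stands beside 0.00186 here.

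The median of the decreased genes was −2.02 here and about −2.0 in Fig. 2D, read by eye. The gap is larger than the spread between libraries (SD 0.0116), which is smaller than the precision of the reading. Of the alternatives set before the data were examined, a pseudocount of 1 (−2.002) falls within it, and thresholds of 0.05 and 0.01, minimum means, a pseudocount of 10, centring, equal sums, a 2-fold minimum and single homeologs do not.

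The paper shows by RT-qPCR that transcripts of genes dependent on TBP, TBP2 or TLF fell strongly in TKD embryos (Fig. 2C). In the authors' deposited RNA-seq table, 8 entries matched these genes, of which 2 were at 0 in both groups, and 0 of the 6 tested passed at an adjusted p under 0.1 from DEseq (2 lower at an unadjusted p under 0.05; 1 lower with limma-voom). The lowest was rrm2.1.L, with a log2 fold change of −2.96 (adjusted p = 0.264 from DEseq), which limma-voom on the recovered reads, chosen after the values were seen, called lower (adjusted p = 0.00267). Of the other limma-voom fits, also chosen after the values were seen, that without the deeper control library gave pdcl3.L a log2 fold change of −1.73. With a term for the pairs seen in the reads, limma-voom called pdcl3.L (adjusted p = 0.00131) and pole2.L (adjusted p = 0.0231) lower. The pairs were chosen from the same reads, which can make p-values of this fit too small (rrm2.1.L reached 1.63e-48). Without the shallower control library, znrf1.S had a log2 fold change of 0.88. The others in the authors' deposited table were pdcl3.L (−1.44), znrf1.L (−0.74), pole2.L (−0.55), pelo.L (0.02) and znrf1.S (0.44). The reads were not assigned to the amplicons of the RT-qPCR, and camlg, vav2, acad9, adck3 and mark3 were not matched by symbol.

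The paper lists srsf2 as decreased without naming a homeolog; srsf2.S passed in the authors' deposited table and srsf2.L did not (log2 fold change −0.96, adjusted p = 0.836 from DEseq), while limma-voom, chosen after the values were seen, called srsf2.L lower (adjusted p = 0.0158).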

Other observations

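A few genes of the cell cycle, p53 and stress lists passed the threshold in TKD embryos. Of 25 zygotic cell cycle genes tested in the authors' deposited table, 2 rose and 1 fell (5 higher and 2 lower when adjusted over the list alone): the checkpoint kinase gene chek1 rose, chek1.S from 60.3 to 198.6 and chek1.L from 123.5 to 297.2 normalized counts, and the phosphatase gene cdc25b.L fell from 103.5 to 24.6. Of 26 genes of p53 and apoptosis, the kinase gene plk2.L rose (log2 fold change 1.71, adjusted p = 0.0633 from DEseq in the authors' deposited table) and 25 did not pass (2 higher and 0 lower when adjusted over the list alone). Of 31 stress response genes, 2 fell and 29 did not pass (2 lower and 0 higher when adjusted over the list alone), both of them heat shock protein genes, hspa8.S from 5167 to 1958 and hsph1.S from 456.7 to 64.3 normalized counts in the authors' deposited table. Ventral and BMP synexpression genes had a median of −0.43 (percentile 0.64 of matched random lists), with 0 of 26 past the threshold, 3 lower at an unadjusted p under 0.05 and 4 lower with limma-voom (2 without the deeper TKD and 6 without the shallower control library). Their camera adjusted p on the recovered reads was 0.0278 with a preset correlation, and an adjusted p = 0.471 with an estimated correlation, a setting with little power with 4 libraries. Limma's fry gave these genes an adjusted p of 0.0138. A limma-voom term for the pairs, chosen from the same reads, gave 9 of these genes lower and 1 higher.

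Genes of the transcription machinery were measured in part. No entry was matched for 8 of 15 symbols of TFIID subunits other than TBP and 11 of 20 symbols of SAGA subunits. The same held for 6 of 24 symbols of general transcription factors. Of 9 entries for TFIID subunits other than TBP, 1 fell and 8 did not pass (1 lower and 0 higher when adjusted over the list alone), with a median of 0.39. Of 15 entries for SAGA subunits 0 passed in the authors' deposited table (2 higher at an unadjusted p under 0.05; 2 higher with limma-voom, 5 with library totals, 1 without the shallower TKD and 3 without the shallower control library), with a median of 0.41, and Gcn5 itself had log2 fold changes of −0.57 (kat2a.L) and 0.31 (kat2a.S), each with an adjusted p of 1 from DEseq in the authors' deposited table. Of 23 general transcription factor genes 0 passed (3 higher at an unadjusted p under 0.05; 4 higher with limma-voom, 6 with library totals), with a median of 0.34. A limma-voom term for the pairs, chosen from the same reads, gave 8 of these genes higher and 3 lower. It gave 7 SAGA entries higher and 0 lower, and 3 TFIID entries higher and 1 lower. Of the 8 entries for the transcription factors of the paper's network, gsc rose and t fell in both homeologs and 4 did not pass (5 higher and 2 lower when adjusted over the list alone); lhx1 had log2 fold changes of 1.15 (lhx1.L) and 0.09 (lhx1.S) in the authors' deposited table.

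In the other lists few or no genes passed in the authors' deposited table. There were 0 of 22 neural plate genes (1 higher at an unadjusted p under 0.05; 3 higher with limma-voom), 0 of 28 FGF and MAPK feedback genes (5 higher and 1 lower unadjusted; 5 and 1 with limma-voom), 0 of 63 ribosomal protein genes (1 higher unadjusted; 7 higher and 1 lower with limma-voom), 0 of 13 histone genes (1 higher unadjusted; 2 higher with limma-voom) and 0 of 11 genes of later cell types (0 unadjusted; 0 of 3 with limma-voom). The higher limma-voom counts moved with the scaling, with single libraries and with a term for the pairs, which were chosen from the same reads. That term gave 10 neural plate, 6 FGF and MAPK feedback, 21 ribosomal protein and 3 histone genes higher. It also gave 3 FGF and MAPK feedback and 2 ribosomal protein genes lower. With library totals the higher counts were 7 neural plate, 12 ribosomal protein and 3 histone genes. Neural plate genes went to 1 without the deeper TKD or the deeper control library and to 5 without the shallower control library. FGF and MAPK feedback genes went to 3 without the shallower TKD library. Ribosomal protein genes went to 2 without the shallower TKD and to 15 without the deeper control library, and histone genes to 0 without the deeper TKD and to 1 without the shallower TKD or the deeper control library. The 1 lower FGF and MAPK feedback gene went to 0 without either TKD library and to 2 without the shallower control library, and the 1 lower ribosomal protein gene to 0 without either TKD or the deeper control library and to 2 without the shallower control library. Of 27 Wnt targets and inhibitors 1 fell (frzb.L; 2 lower and 2 higher when adjusted over the list alone; 6 lower and 4 higher with limma-voom, with 2 lower without the deeper TKD, 3 lower without the shallower control and 2 higher without the deeper control library). Of 12 germ plasm genes 1 fell (grip2.L; 2 lower and 0 higher when adjusted over the list alone), while their median was 0.39, with 8 of 11 above 0. With limma-voom 3 germ plasm genes were higher and 2 lower, and 0 were higher without the deeper TKD or the deeper control library.

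TFI genes seen only in the paper's figures were read from pictures and not tested as a list. Their 17 entries had a median log2 fold change of −0.01 and 8 lay above 0 in the authors' deposited table. They ranged from lefty.L (1.17), hes1.S (0.93), irx1.S (0.74), lefty.S (0.72) and irx1.L (0.58) to gata6.S (−1.15), kat5.L (−1.13), bmp4.S (−1.04), gata6.L (−0.98) and tbx2.L (−0.66), and 0 of them passed an adjusted p under 0.1 from DEseq (1 lower and 1 higher at an unadjusted p under 0.05; 3 lower and 1 higher with limma-voom, 2 and 3 with library totals, 2 and 0 without the deeper TKD and 1 and 1 without the shallower TKD library).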
